# YAP and TAZ protect against white adipocyte cell death during obesity

**DOI:** 10.1038/s41467-020-19229-3

**Published:** 2020-10-28

**Authors:** Lei Wang, ShengPeng Wang, Yue Shi, Rui Li, Stefan Günther, Yu Ting Ong, Michael Potente, Zuyi Yuan, Enqi Liu, Stefan Offermanns

**Keywords:** Fat metabolism, Obesity

## Abstract

The expansion of the white adipose tissue (WAT) in obesity goes along with increased mechanical, metabolic and inflammatory stress. How adipocytes resist this stress is still poorly understood. Both in human and mouse adipocytes, the transcriptional co-activators YAP/TAZ and YAP/TAZ target genes become activated during obesity. When fed a high-fat diet (HFD), mice lacking YAP/TAZ in white adipocytes develop severe lipodystrophy with adipocyte cell death. The pro-apoptotic factor BIM, which is downregulated in adipocytes of obese mice and humans, is strongly upregulated in YAP/TAZ-deficient adipocytes under HFD, and suppression of BIM expression reduces adipocyte apoptosis. In differentiated adipocytes, TNFα and IL-1β promote YAP/TAZ nuclear translocation via activation of RhoA-mediated actomyosin contractility and increase YAP/TAZ-mediated transcriptional regulation by activation of c-Jun N-terminal kinase (JNK) and AP-1. Our data indicate that the YAP/TAZ signaling pathway may be a target to control adipocyte cell death and compensatory adipogenesis during obesity.

## Abstract (web summary)

The expansion of the white adipose tissue during obesity is accompanied by increased cellular stress, but factors that protect adipocytes from cell death are not well known. Here the authors report that the transcriptional co-activators YAP and TAZ are activated in adipocytes during obesity, which increases adipocyte survival through the proapoptotic factor BIM.

## Introduction

Obesity is a serious health problem as it is a strong risk factor for the development of type-2 diabetes, cardiovascular diseases, and cancer^1–6^. In obesity, the adipose tissue undergoes dynamic remodeling including an increase in size (hypertrophy) and number of adipocytes (hyperplasia), an infiltration by immune cells, and the development of tissue fibrosis^7–12^. In the obese adipose tissue, adipocytes are exposed to different forms of stress. This includes hypoxia, oxidative stress, metabolic stress, mechanical stress from hypertrophy, and inflammatory stress due to infiltration of the adipose tissue by immune cells and increased levels of cytokines^13–19^. Different forms of cellular stress can activate extrinsic and intrinsic pathways of cell death resulting in adipocyte apoptosis^20–23^. There are also anti-apoptotic, pro-survival pathways activated in adipocytes of the obese adipose tissue, which protect adipocytes against cell death. This is indicated by various mouse models with defects in pro-survival pathways, which show strongly increased adipocyte death during obesity^24–26^. However, the mechanisms protecting adipocytes from uncontrolled cell death during obesity are still poorly understood.

YAP and its paralog TAZ are transcriptional cofactors, which regulate various cell functions including cell proliferation, differentiation, and cell survival by integrating different cellular signaling pathways^27–30^. Their nuclear translocation and activity are controlled by several upstream signaling pathways. Activation of the Hippo pathway results in phosphorylation of YAP/TAZ by LATS kinase, leading to the cytoplasmic retention and degradation of YAP/TAZ^30–32^. In addition, G-protein-mediated signaling pathways involving G_12_/G_13_ or G_q_/G_11_^33,34^, as well as extracellular matrix stiffness and cytoskeletal tension, can promote nuclear translocation and activation of YAP/TAZ^28,35–37^. Nuclear YAP/TAZ can co-activate or co-repress numerous genes involved in cell proliferation, differentiation, and survival by interacting with different transcription factors of which the TEAD (TEA domain) family transcription factors are the best characterized^32,38–40^. Given that YAP and TAZ play vital functions in cell survival, we hypothesized that YAP and TAZ are crucial for adipocyte homeostasis.

Here we show that adipocyte YAP and TAZ are activated during obesity and induce upregulation of anti-apoptotic and downregulation of pro-apoptotic factors such as BIM (Bcl-2 interacting mediator of cell death), and thereby promote adipocyte survival in diet-induced obesity.

## Results

### Obesity promotes activation of YAP and TAZ in human and mouse white adipocytes

To test whether YAP and TAZ activity in white adipocytes is affected during obesity, we examined the subcellular localization of YAP and TAZ, as well as YAP/TAZ target gene expression in white adipocytes of humans and mice. In human visceral adipocytes from lean subjects (body mass index < 25), YAP and TAZ were localized equally in the cytosol and nucleus, whereas YAP/TAZ were predominantly detected in the nuclei of human visceral adipocytes from obese subjects (body mass index > 30) (Fig. 1a, b). Quantitative reverse transcriptase PCR (RT-PCR) showed that expression of YAP/TAZ target genes, such as *Cyr61*, *AmotL2*, and *Lats2*, was upregulated in adipocytes of obese subjects (Fig. 1c). Similarly, in adipose tissue from mice fed a standard diet (SD), YAP and TAZ were localized both in the cytosol and nucleus (Fig. 1d, e), whereas 4 weeks of high-fat diet (HFD) feeding resulted in a strong increase in nuclear localization of YAP/TAZ (Fig. 1d, e), both in the epididymal (visceral) and the inguinal (subcutaneous) white adipose tissue (WAT). Quantitative RT-PCR showed increased expression of YAP/TAZ target genes in adipocytes from HFD-fed mice (Fig. 1f). These data indicate that obesity in humans and mice goes along with increased activation of YAP and TAZ in white adipocytes.

**Fig. 1:**
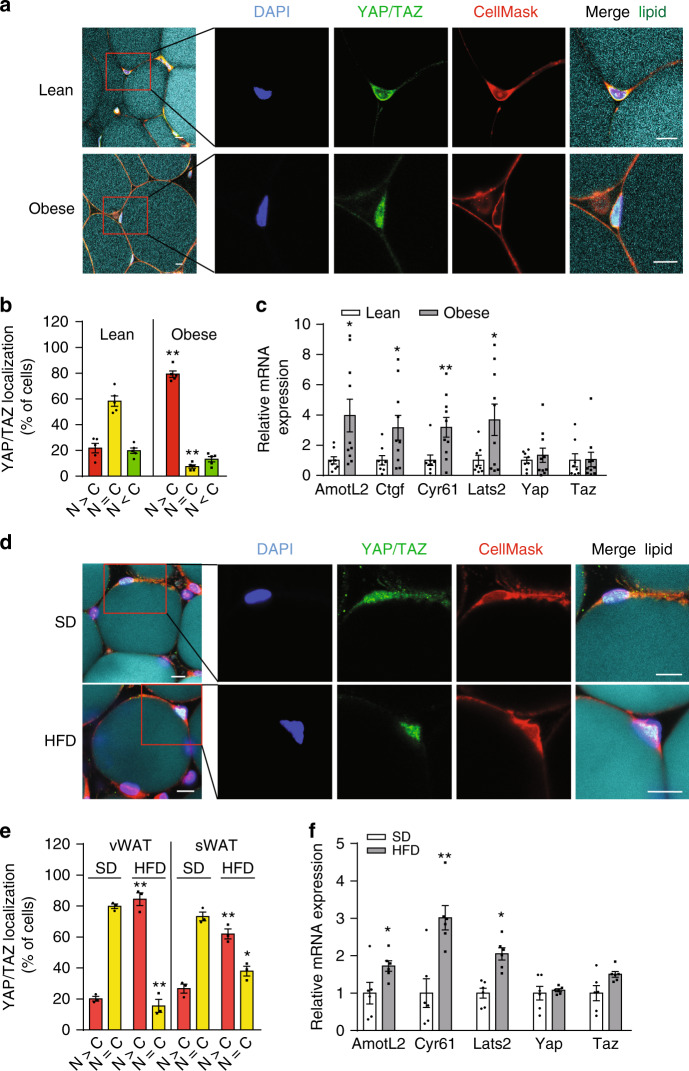
Obesity promotes YAP/TAZ activation in white adipocytes. **a**, **d** vWAT from lean (body mass index < 25) and obese subjects (body mass index > 30) (**a**) or from mice fed HFD for 4 weeks and mice fed standard diet (SD) (**d**) was stained with anti-YAP/TAZ antibody, DAPI, CellMask to visualize adipocyte plasma membranes and LipidTOX (lipid). Scale bars: 10 µm. **b**, **e** Quantification of YAP/TAZ localization to the nucleus (N) or cytosol (C) in visceral white adipocyte of human lean (*n* = 5), and obese subjects (*n* = 5) (**b**) or in the visceral (vWAT) and subcutaneous white adipose tissue (sWAT) from standard diet (SD)-fed (*n* = 3) and HFD-fed mice (*n* = 3) (**e**). **c**, **f** Expression of YAP/TAZ target genes, and of Yap and Taz in white adipocyte isolated from human visceral adipocytes of lean (*n* = 8) and obese subjects (*n* = 10) (**c**) or from the vWAT of mice fed HFD (*n* = 6) or standard diet (SD) (*n* = 6) for 4 weeks (**f**). Data are presented as the mean ± SEM; *p ≤ 0.05 and **p ≤ 0.01 (compared to lean humans or standard diet (SD)-fed mice in **b**, **e**) (unpaired Student’s *t*-test). Source data are provided as a Source Data file.

### Adipocyte-specific YAP and TAZ deficiency leads to increased adipocyte death during obesity

To examine the functions of YAP and TAZ in white adipocytes, we generated inducible adipocyte-specific YAP- and TAZ-deficient mice by crossing mice carrying floxed alleles of Yap and Taz (Yap^fl/fl^;Taz^fl/fl^) with the Adipoq-CreER^T2^ mouse line^41^. Adipocyte-specific, tamoxifen-inducible Yap/Taz-deficient mice (Adipoq-CreER^T2^; Yap^fl/fl^;Taz^fl/fl^, hereafter termed iAd*-*Yap/Taz-KO) showed strong recombination of both floxed alleles in white adipocytes, resulting in loss of YAP and TAZ proteins (Supplementary Fig. 1a). On SD, iAd*-*Yap/Taz-KO mice showed no difference in total body weight, glucose tolerance, or fat mass compared to wild-type littermates (Supplementary Fig. 1b–d). To test whether activation of YAP and TAZ during obesity affects adipocyte function, iAd-Yap/Taz-KO mice were fed a HFD. After 12 weeks of HFD feeding, iAd-Yap/Taz-KO mice gained significantly less weight compared to wild-type littermates (Fig. 2a). Fasting blood glucose levels were similar between both groups, but iAd-Yap/Taz-KO mice showed an improved glucose tolerance compared to wild-type littermates (Fig. 2b). The mass of the visceral WAT (vWAT) and subcutaneous WAT (sWAT) of iAd-Yap/Taz-KO mice was markedly reduced compared to wild-type littermates (Fig. 2c), whereas body size and mass of other tissues including interscapular brown adipose tissue (BAT) was unchanged (Supplementary Fig. 2a, b). These changes were not observed in mice with induced adipocyte-specific loss of YAP or TAZ alone (Fig. 2a, c and Supplementary Fig. 2c), indicating that both transcriptional regulators have overlapping functions in adipocytes. Adipocyte morphology and average cell size were not changed in iAd-Yap/Taz-KO mice (Fig. 2d and Supplementary Fig. 2d, e), but the total number of adipocytes was strongly reduced in the visceral and sWAT (Fig. 2e). We also found an increased number of crown-like structures and of macrophages as well as an increased number of cells undergoing apoptosis as determined by TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) assay in the WAT of iAd-Yap/Taz-KO mice (Fig. 2d, f–h). These data indicate that loss of YAP and TAZ results in increased adipocyte death during obesity.

**Fig. 2:**
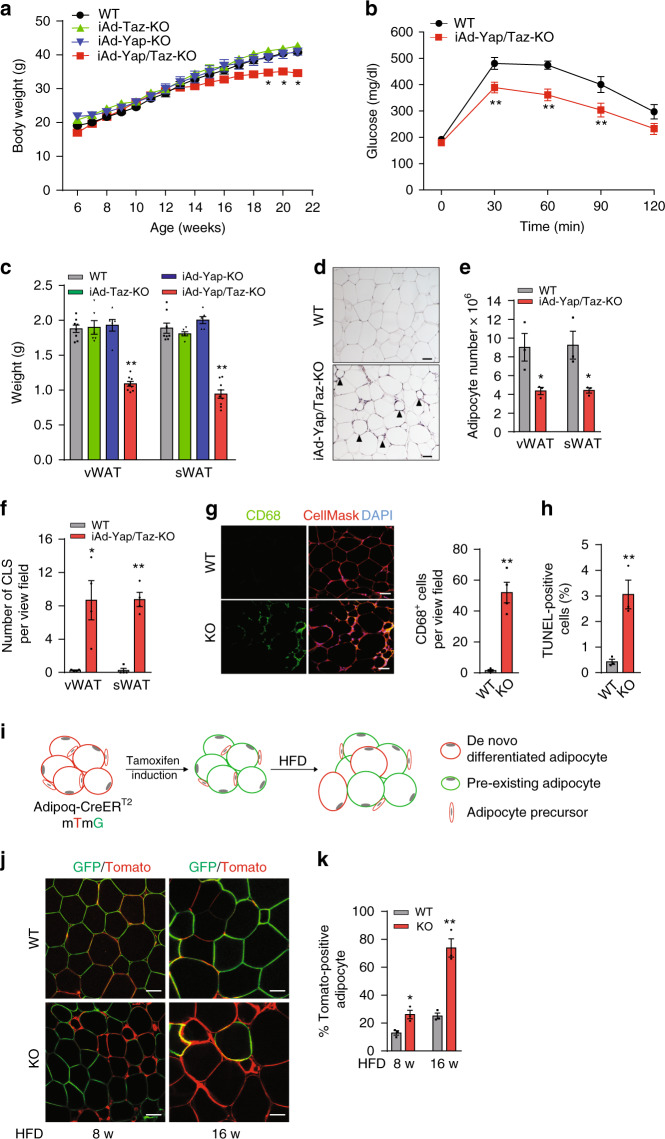
Induction of Yap/Taz loss in mature white adipocyte leads to adipose death and increased adipogenesis during HFD feeding. **a**–**c** Wild-type (WT, *n* = 8–9), iAd-Yap/Taz-KO (*n* = 9–11), iAd*-*Yap-KO (*n* = 6–7), and iAd*-*Taz-KO (*n* = 6) mice were fed HFD for 16 weeks. Shown are the body weight development (**a**), glucose tolerance (**b**), and weight of vWAT and sWAT (**c**) after 16 weeks of HFD. **d** H&E-stained epididymal vWAT sections from WT and iAd-Yap/Taz-KO mice after 16 weeks of HFD. Arrowheads point to crown-like structures. Scale bar: 50 µm. **e** Total adipocyte number in vWAT and sWAT from WT and iAd-Yap/Taz-KO mice fed HFD for 16 weeks (*n* = 3 mice in both groups; at least 10 sections were analyzed per animal). **f** Number of crown-like structures (CLS) in vWAT and sWAT from WT and iAd-Yap/Taz-KO mice fed HFD for 16 weeks (*n* = 4 mice per group; at least 10 view fields were analyzed per animal). **g** Sections of vWAT from WT and iAd-Yap/Taz-KO mice stained with anti-CD68 antibody (green), CellMask (red), and DAPI. Scale bar: 50 µm. The bar diagram shows the statistical evaluation of CD68-positive cells per view field (*n* = 4 mice per group; at least 10 sections per animal were analyzed). **h** TUNEL-positive cells in sections of vWAT from WT and iAd-Yap/Taz-KO mice (*n* = 3 mice per group; at least 10 sections per animal were analyzed). **i** Experimental design of analysis of adipogenesis in vivo using Adipoq-CreER^T2^;mT/mG mice. **j**, **k** Representative images (**j**) and statistical analysis (**k**) of adipocyte tracing in Adipoq-CreER^T2^;mT/mG; Yap^flox/flox^;Taz^flox/flox^ mice (KO), and Adipoq-CreER^T2^;mT/mG mice (WT) after tamoxifen treatment and 8 and 16 weeks of HFD (*n* = 3 mice; at least 10 sections per animal were analyzed). Scale bars: 50 µm. Shown are mean values ± SEM; *p ≤ 0.05 and **p ≤ 0.01 (two-way ANOVA in **a**, **b** and one-way ANOVA in **c**, and unpaired Student’s *t*-test in **e**–**h**, **k**). Source data are provided as a Source Data file.

Despite very high recombination efficiency in adipocytes resulting in loss of YAP and TAZ shortly after tamoxifen treatment (Supplementary Fig. 1a), we noticed that, after 16 weeks of HFD, Yap/Taz expression was similar to wild-type mice (Supplementary Fig. 2f). To test whether the increased adipocyte cell death due to loss of YAP and TAZ leads to increased adipogenesis resulting in accumulation of newly formed wild-type adipocyte in iAd*-*Yap/Taz-KO mice, we performed adipocyte pulse-chase experiments^42^. We therefore crossed adipocyte-specific, tamoxifen-inducible Cre transgenic mice (Adipoq-CreER^T2^) with the mT/mG Cre reporter line, which switches from membrane-targeted Tomato expression to membrane-targeted enhanced green fluorescent protein (EGFP) expression upon Cre-mediated recombination (Fig. 2i)^43^. One week after tamoxifen injection, nearly all adipocytes showed green fluorescence (Supplementary Fig. 2g), and 8 weeks after induction of Cre activity and feeding with SD, 4–5% of the adipocytes in the vWAT of both wild-type and iAd-Yap/Taz-KO mice were Tomato-positive (Supplementary Fig. 2h). However, whereas in wild-type mice fed an HFD for 8 and 16 weeks, 13% and 25% of adipocytes were Tomato-positive (Fig. 2j, k), 26% and 74% of adipocytes showed red fluorescence in adipocyte-specific Yap/Taz knockouts (Fig. 2j, k). This indicates that they had formed from Tomato-positive adipocyte precursor cells after induction with tamoxifen and HFD feeding. Thus, loss of adipocyte YAP/TAZ in obese iAd*-*Yap/Taz-KO mice leads to increased adipocyte death and increased adipogenesis resulting in the replacement of the majority of YAP/TAZ-deficient adipocytes by wild-type adipocytes after a few months.

### Constitutive loss of adipocyte YAP and TAZ leads to adipocyte death and lipodystrophy under HFD

To avoid replacement of Yap/Taz-deficient adipocytes by wild-type adipocytes in iAd-Yap/Taz-KO mice, we generated constitutive adipocyte-specific Yap/Taz-deficient mice by crossing Yap^fl/fl^;Taz^fl/fl^ mice with Adipoq*-*Cre mice^44^ (Adipoq-Cre;Yap^fl/fl^;Taz^fl/fl^, henceforth termed Ad-Yap/Taz-KO), which were born at the expected Mendelian ratio without any apparent abnormality. On SD, Ad*-*Yap/Taz-KO mice showed normal total body weight and glucose tolerance (Supplementary Fig. 3a, b). There was also no difference in fat tissue mass between Ad-Yap/Taz-KO mice and wild-type animals, but Ad*-*Yap/Taz-KO mice showed a slight increase in crown-like structures in their adipose tissue (Supplementary Fig. 3c, d). However, after 10 weeks of HFD feeding, the total body weight of Ad*-*Yap/Taz-KO mice started to be significantly lower than that of wild-type littermates (Fig. 3a). This was accompanied by an increased glucose tolerance and a massive reduction in the mass of both vWAT and sWAT in Ad-Yap/Taz-KO mice (Fig. 3b, c). Histological analysis of adipose tissue from HFD-fed Ad-Yap/Taz-KO mice showed increased numbers of TUNEL-positive adipocytes undergoing apoptosis as well as increased numbers of crown-like structures already after 4 weeks of HFD feeding (Fig. 3d, e). After 14 weeks of HFD feeding, Ad-Yap/Taz-KO mice showed a strongly reduced expression of the adipocyte-specific lipid droplet protein perilipin-1, accumulation of macrophages, and increased expression of M2 macrophage marker genes including *Arg1*, *Mrc1*, and *IL-10*, whereas expression of M1 marker genes such as *iNOS* was rather decreased (Fig. 3f–h). Furthermore, expression of several adipocyte marker genes, such as adiponectin (*Adipoq*), *Leptin*, *Resistin*, *Glut4*, *Pparγ*, and *Fabp4*, were strongly reduced in the WAT of Ad-Yap/Taz-KO mice (Fig. 3i). Collectively, these data confirm that YAP and TAZ are essential for adipocyte survival during obesity, and that loss of YAP and TAZ leads to adipocyte apoptosis and lipodystrophy.

**Fig. 3:**
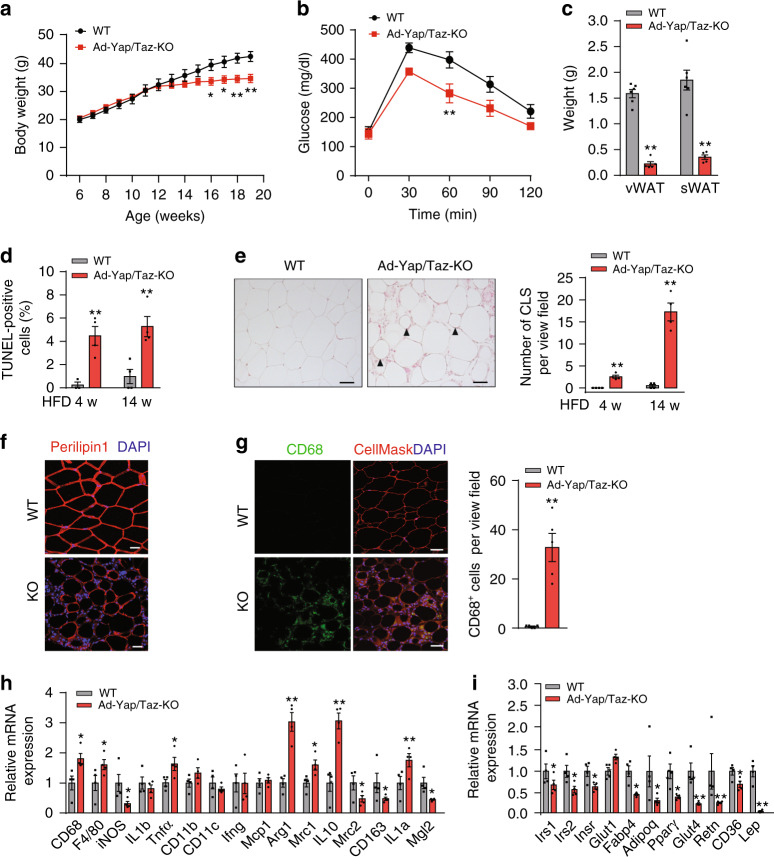
Ad-Yap/Taz-KO mice exhibit increased adipocyte cell death and lipodystrophy. **a**–**c** Wild-type (WT, *n* = 6) and Ad-Yap/Taz-KO mice (*n* = 5–8) were fed HFD for 14 weeks starting at 6 weeks of age. Shown are the development of body weight (**a**), glucose tolerance after 12 weeks of HFD (**b**), as well as weight of vWAT and sWAT (**c**). **d**, **e** Wild-type (WT, *n* = 3–4) and Ad-Yap/Taz-KO mice (*n* = 4) were fed HFD for 4 or 14 weeks (w). Shown are the quantification of TUNEL-positive cells in sections of vWAT from WT and Ad-Yap/Taz-KO mice (**d**), and H&E-stained epididymal vWAT sections (14 weeks) (**e**). Arrowheads in **e** indicate crown-like structures (CLS). Scale bar: 50 µm. The bar diagram (**e**) shows the number of CLS in vWAT from WT and Ad-Yap/Taz-KO mice (*n* = 4 mice in both groups; at least 10 sections were analyzed per animal). **f**, **g** Paraffin sections of vWAT from WT and Ad-Yap/Taz-KO mice stained with anti-Perilipin-1 (red) and DAPI (**f**) or with anti-CD68 antibody (green), CellMask (red), and DAPI (**g**). Scale bars: 50 µm. The bar diagram shows the statistical evaluation of CD68^+^ cells per view field (*n* = 5 mice per group; at least 10 sections were analyzed per animal). **h**, **i** Quantitative RT-PCR showing mRNA expression of M1 and M2 macrophage marker genes (**h**) and of adipocyte-specific marker genes (**i**) in vWAT from WT and Ad-Yap/Taz-KO mice fed HFD for 14 weeks (*n* = 4 mice per group). Data are presented as the mean ± SEM; *p ≤ 0.05 and **p ≤ 0.01 (two-way ANOVA in **a**, **b** and unpaired Student’s *t*-test in **c**–**e**, **g**–**i**). Source data are provided as a Source Data file.

### YAP and TAZ regulate expression of genes encoding pro- and anti-apoptotic factors in adipocytes

The massive increase in apoptotic adipocyte death in obese mice after loss of YAP/TAZ in adipocytes suggests that YAP/TAZ activation during obesity promotes anti-apoptotic, pro-survival pathways, or inhibits pro-apoptotic pathways. To determine whether YAP/TAZ are involved in regulation of the pro-survival nuclear factor-κB (NF-κB) signaling pathway, we analyzed the phosphorylation of NF-κB in adipose tissue lysates from Ad-Yap/Taz-KO mice fed HFD for 4 weeks but found no obvious difference in phosphorylation of P65 compared to controls (Supplementary Fig. 4a). Deficiency of YAP/TAZ also did not alter tumor necrosis factor-α (TNFα)-induced P65 phosphorylation in primary adipocytes from wild-type and Ad-Yap/Taz-KO mice fed HFD for 4 weeks (Supplementary Fig. 4b). This indicates that YAP/TAZ are not critically involved in NF-κB activation during obesity.

To understand the underlying mechanism by which YAP/TAZ modulate adipocyte survival during obesity, we performed expression profiling by RNA sequencing (RNA-seq) and quantitative RT-PCR using total RNA isolated from white adipocytes of Ad-Yap/Taz-KO mice and of wild-type littermates, which had been fed HFD for 4 weeks. 

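White adipocytes were isolated from the epididymal fat of wild-type littermates (WT) and of Ad-Yap/Taz-KO mice, in which Cre recombinase driven by the adiponectin promoter deletes both genes in adipocytes, and their RNA was sequenced. The mice had been fed SD or HFD for 4 weeks, which gives 4 groups with 2 libraries each. The paper starts the diets at an age of 6 weeks, whereas the description of the data set gives week 5. The authors removed ribosomal RNA, sequenced single-end reads, trimmed them with Reaper, aligned them to the GRCm38 mouse genome with STAR and counted the reads that fell at least partly in the exons of each gene with featureCounts. Reads that overlapped several genes or aligned to several places were excluded. The library kit was stranded, but the paper's text does not say whether the counting used the strand of the reads. Without the strand, reads in exons shared with a gene on the opposite strand would be left out as overlapping several genes. Which was done is not known. The deposited values are these counts divided by a size factor per library and rounded to whole numbers, and are called normalized counts here. They sum to 15507967 and 15877768 in WT mice on SD, to 15438050 and 16939161 in Ad-Yap/Taz-KO mice on SD, to 20994246 and 20815181 in WT mice on HFD and to 17194214 and 14890264 in Ad-Yap/Taz-KO mice on HFD. The spacing of the low values shows what 1 read is worth in each library, between 0.795 and 1.13 normalized counts. This puts the reads counted on genes at 15.4 and 14.0 M in WT mice on SD, 15.6 and 16.0 M in Ad-Yap/Taz-KO mice on SD, 22.3 and 19.6 M in WT mice on HFD and 18.4 and 18.7 M in Ad-Yap/Taz-KO mice on HFD. The paper's methods give an average of 35 M reads per library before alignment, and the values used here rest on a mean of 17.5 M reads counted on genes (SD 2.75, n = 8 libraries).
The replicates of each group were compared before they were averaged. In genes with 5 to 20 reads, the squared difference between the 2 libraries of a group was 4.60 times the Poisson expectation in WT mice on SD, 6.34 times in Ad-Yap/Taz-KO mice on SD, 4.73 times in WT mice on HFD and 4.55 times in Ad-Yap/Taz-KO mice on HFD. In genes with 1000 to 5000 reads it rose to 27.8, 57.9 and 73.7 times in the other 3 groups, but stayed at 5.86 times in WT mice on HFD. The difference between the WT HFD libraries thus stayed, at every level of expression, near the ratio seen in low genes, without the added spread seen in the other pairs. For this reason they were counted as 1 sample wherever a mean ± SD is given, and the value of each of the 2 libraries is printed instead. All comparisons were also fitted with the WT HFD libraries averaged to 1 sample, a choice made after seeing the data.

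**Figure D1:**
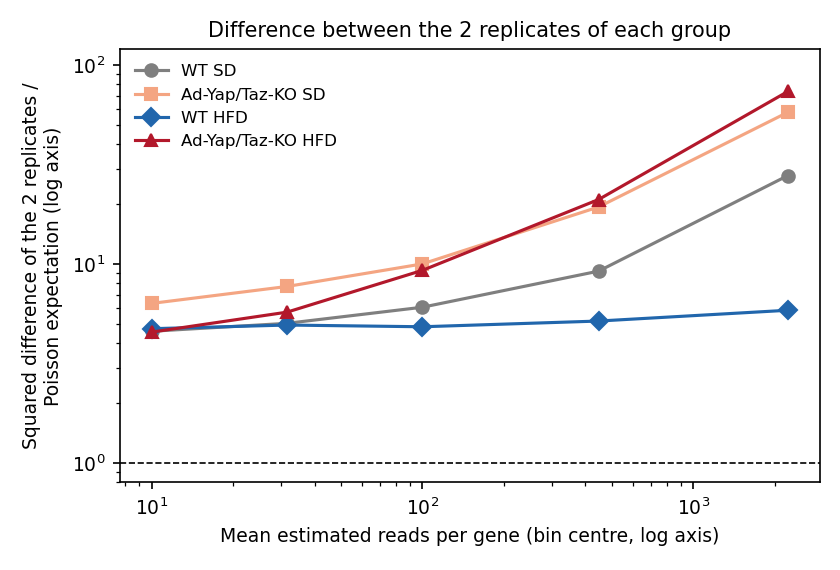
Squared difference between the 2 libraries of each group, divided by the Poisson expectation (vertical, log axis; the dashed line marks 1), against the mean estimated reads per gene (horizontal, log axis, 5 bins). Each line is 1 group; the WT HFD line stays between 4.73 and 5.86, and the lines of the other 3 groups end at 27.8, 57.9 and 73.7.

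Genes with a mean of at least 5 normalized counts over the 8 libraries were tested, 18800 of the 30387 genes in the table. The test was limma with an abundance trend on log2(normalized count + 1), so that fold changes of low genes are understated, with 4 group means in 1 fit and 4 residual degrees of freedom. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.59 in either direction, the limits in the paper's methods, are called differentially expressed. With 2 libraries against 2, the smallest p an exact two-sided permutation test can give for a single gene is 0.333, so p-values come from the model across genes alone. The targeted genes were measured first. Wwtr1, which encodes TAZ (ENSMUSG00000027803, chromosome 3, 57455649 to 57575910, GRCm38), had 5168.5 ± 602 normalized counts in WT and 2199 ± 342 in Ad-Yap/Taz-KO mice on SD (SD, n = 2 mice each), and 7121 and 6807 in the WT libraries against 2383.5 ± 457 (SD, n = 2) in Ad-Yap/Taz-KO mice on HFD. The log2 fold change was -1.24 on SD (standard error 0.18, adjusted p = 0.00097) and -1.56 on HFD (standard error 0.18, adjusted p = 3.1e-05). Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596) was lower in both Ad-Yap/Taz-KO libraries than in both WT libraries on each diet. Its log2 fold change on SD was -0.71 (standard error 0.16, adjusted p = 0.024). That call was lost with the WT HFD libraries as 1 sample. It was also lost without a filter (adjusted p = 0.084) and with only these 2 groups fitted (adjusted p = 0.053). On HFD the log2 fold change was -0.42 (standard error 0.16, adjusted p = 0.059), short of the limits under each of the 12 alternatives. Scaled to the same total it was -0.04. It was -0.21 without Ad-Yap/Taz-KO HFD replicate 1 and -0.63 without replicate 2. The counts add the reads of all exons of a gene, whichever Cre removes, and of all cells in the fraction. The values of Wwtr1 and Yap1 therefore do not measure how completely the genes were deleted in adipocytes. The paper's own RT-PCR of Yap and Taz in adipocytes on HFD is in Fig. 4a.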

As expected, YAP/TAZ target genes, such as *Ctgf*, *Cyr61*, *AmotL2*, and *Lats2*, showed reduced expression in Ad-Yap/Taz-KO adipocytes (Fig. 4a and Supplementary Fig. 4c). In addition, we found that the anti-apoptotic genes *Bcl2* and *Bcl2l2* were downregulated, whereas the pro-apoptotic gene *Bim* was upregulated in the absence of Yap/Taz (Fig. 4a and Supplementary Fig. 4c). 

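On HFD, Cyr61 (ENSMUSG00000028195, chromosome 3, 145646976 to 145649981, GRCm38) had 10496 and 10339 normalized counts in the WT libraries and 3172.5 ± 163.3 (SD, n = 2 mice) in Ad-Yap/Taz-KO adipocytes, a log2 fold change of -1.72 (standard error 0.18, limma adjusted p = 1.9e-05). Amotl2 (ENSMUSG00000032531, chromosome 9, 102716672 to 102733418) had 7068 and 7075 normalized counts in WT and 1577.5 ± 217 (SD, n = 2) in Ad-Yap/Taz-KO adipocytes, a log2 fold change of -2.17 (standard error 0.18, adjusted p = 2.1e-06). Both genes were called under each of the 12 alternatives, and scaling the libraries to the same total moved them most, to -1.33 and -1.78. They were also lower in Ad-Yap/Taz-KO adipocytes on SD, by a log2 fold change of -1.41 for Cyr61 (adjusted p = 0.00047) and -1.55 for Amotl2 (adjusted p = 0.0002). Values against WT on SD may include a difference in handling, described below for Bim. Lats2 (ENSMUSG00000021959, chromosome 14, 57642077 to 57758388) had 2459 and 2266 normalized counts in WT and 1510.5 ± 233 (SD, n = 2) in Ad-Yap/Taz-KO adipocytes on HFD. Its log2 fold change was -0.65 (standard error 0.19, adjusted p = 0.017) and was no longer called under 5 of the 12 alternatives, with -0.27 (adjusted p = 0.37) when the libraries were scaled to the same total and adjusted p = 0.11 with the WT HFD libraries as 1 sample. On SD it was -0.55 (adjusted p = 0.14). In the GENCODE vM21 annotation, exons of Gm49361 on the same strand cover 42.4% of the Lats2 exon bases; this gene has no line in the table used here, so whether reads were left out for this overlap is not known. Ctgf (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683) was the lowest of the 4 genes, with 203 and 242 normalized counts in WT and 141.5 ± 61.5 (SD, n = 2) in Ad-Yap/Taz-KO adipocytes on HFD. Its log2 fold change of -0.71 did not pass the limits (standard error 0.41, adjusted p = 0.20), nor did it under any of the 12 alternatives. On SD it was -0.60 (adjusted p = 0.52). Leaving out 1 library at a time gave from -1.17 to -0.26 for Ctgf on HFD and from -1.14 to -0.06 on SD. The gene Gm15270 on the opposite strand covers 23.2% of the Ctgf exon bases.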

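On HFD, Bim (Bcl2l11, ENSMUSG00000027381, chromosome 2, 128126038 to 128162547, GRCm38) had 541 and 438 normalized counts in the WT libraries and 1958.5 ± 103 (SD, n = 2 mice) in Ad-Yap/Taz-KO adipocytes. The log2 fold change was 2.01 (standard error 0.18, limma adjusted p = 5.7e-06). No other exon in the GENCODE vM21 annotation overlaps those of Bim. Across the 12 alternatives the log2 fold change lay between 1.99 and 2.39 with adjusted p-values from 2.1e-06 to 0.00056, the highest p coming from a fit of the 2 HFD groups alone, and across the 4 fits that each left out 1 library it lay between 1.85 and 2.16. Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) had 726 and 658 normalized counts in WT and 262.5 ± 54.4 (SD, n = 2) in Ad-Yap/Taz-KO adipocytes, with a log2 fold change of -1.41 (standard error 0.22, adjusted p = 0.00039) that was called under each alternative. Bcl2l2 (ENSMUSG00000089682, chromosome 14, 54883377 to 54888234) had 996 and 990 normalized counts in WT and 495 ± 158 (SD, n = 2) in Ad-Yap/Taz-KO adipocytes. Its log2 fold change of -1.04 (standard error 0.24, adjusted p = 0.0054) was not called with the WT HFD libraries as 1 sample (adjusted p = 0.052). In GENCODE vM21, Gm20521, which has no line in the table used here, covers 13.3% of the Bcl2l2 exon bases on the same strand. On SD, the log2 fold change of Bcl2 was -0.57 (adjusted p = 0.20). The difference between the diets in the effect of the knockout, tested as an interaction, was -0.84 for Bcl2 (adjusted p = 0.078) and -0.87 for Bcl2l2 (adjusted p = 0.095), so for neither gene was the effect shown to differ between HFD and SD.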

Interestingly, in adipocytes from HFD-fed wild-type animals as well as from the vWAT of obese humans, the pro-apoptotic factor BIM (BCL2L11) was downregulated compared to lean controls (Fig. 4b, c), and in chromatin immunoprecipitation (ChIP) assays we found that YAP showed increased binding to a TEAD-binding motif in the promoter region of Bim in adipocytes from HFD-fed mice compared to animals fed an SD (Fig. 4d). 

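In the mouse adipocytes of Fig. 4b, Bim had 1010 ± 35.4 normalized counts in WT mice on SD (SD, n = 2 mice), against which the WT HFD libraries were lower by a log2 fold change of -1.05 (standard error 0.18, limma adjusted p = 0.0031). With the WT HFD libraries as 1 sample the adjusted p was 0.047, the highest among the 12 alternatives, and scaling to the same total gave the largest fall, -1.46. In Ad-Yap/Taz-KO mice, Bim had 1160 ± 240 normalized counts on SD (SD, n = 2), a log2 fold change over WT on SD of 0.18 (standard error 0.18, adjusted p = 0.68). This value depended on the Ad-Yap/Taz-KO library with 1330 normalized counts, without which it was -0.03. From SD to HFD, Bim rose in Ad-Yap/Taz-KO adipocytes by a log2 fold change of 0.77, which did not pass the limits (standard error 0.18, adjusted p = 0.068). The effect of the knockout on Bim was larger on HFD than on SD by 1.82 on the log2 scale (standard error 0.26, adjusted p = 0.0028 for the interaction), with adjusted p-values between 0.0014 and 0.039 across the 11 alternatives. Immediate-early and dissociation genes are a set that rises when tissue is digested. In both WT SD libraries, 14 of the 14 lay above the WT HFD and Ad-Yap/Taz-KO SD libraries. Every comparison with WT on SD, including the fall and the interaction of Bim, may therefore include a difference in handling. The adipocytes of obese humans and the ChIP assays are not part of these data. From the fall of Bim in WT mice on HFD, its rise in the absence of YAP/TAZ and the binding of YAP at its promoter, the paper concludes, after measurements of the protein and knockdown of Bim, that YAP/TAZ suppress Bim expression to promote adipocyte survival.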

The strong upregulation of Bim expression in the absence of YAP/TAZ was confirmed on the protein level in primary adipocytes isolated from HFD-fed Ad-Yap/Taz-KO mice, as well as in adipocytes differentiated from the SVF (stromal vascular fraction) of Ad-Yap/Taz-KO mice in vitro (Fig. 4b, e, f), which also showed increased apoptosis (Fig. 4g). Suppression of Yap and Taz expression in differentiated 3T3-L1 adipocytes also resulted in increased Bim expression and apoptosis (Fig. 4h–j), and small interfering RNA (siRNA)-mediated suppression of Bim expression blocked the increase in apoptosis (Fig. 4i, j). Consistent with this, suppression of Bim expression in epididymal adipocytes of HFD-fed Ad-Yap/Taz-KO mice in vivo by viral transduction of a corresponding short hairpin RNA (shRNA) resulted in a significantly reduced number of crown-like structures and of TUNEL-positive cells (Fig. 4k–m), and was accompanied by a significant decrease in fat loss (Supplementary Fig. 4d). These data indicate that YAP/TAZ suppress expression of the pro-apoptotic gene Bim to promote adipocyte survival.

**Fig. 4:**
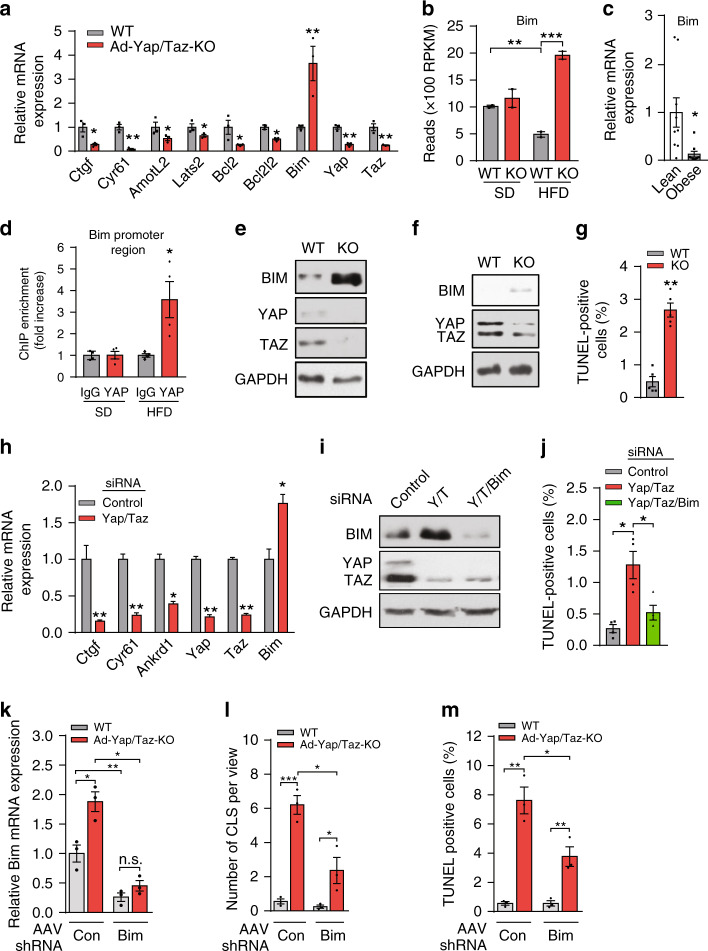
YAP/TAZ promote adipocyte survival by suppression of Bim expression. **a** Quantitative RT-PCR showing mRNA expression of Yap, Taz, and their target genes including pro- and anti-apoptotic factors in white adipocytes isolated from WT and Ad-Yap/Taz-KO mice fed HFD for 4 weeks (*n* = 3 mice per group). **b** RNA-seq data showing expression of Bim (Bcl2l11) in white adipocytes isolated from WT and Ad-Yap/Taz-KO mice fed HFD or standard diet for 4 weeks (*n* = 2 mice per group). **c** Expression of Bim in isolated adipocytes from the vWAT of lean (BMI < 25) and obese humans (BMI > 30) (*n* = 9 in both groups). **d** Chromatin immunoprecipitation (ChIP) PCR of the TEAD-binding site in the Bim promoter region in lysates of vWAT prepared from WT mice fed standard diet (SD) or HFD for 4 weeks using an anti-YAP antibody (#4912, Cell Signaling Technology) (*n* = 4 mice per group). **e**, **f** Western blot analysis showing BIM protein level in white adipocyte isolated from WT and Ad-Yap/Taz-KO mice (KO) fed HFD for 4 weeks (**e**) and in adipocytes differentiated from the SVF of WT and Ad-Yap/Taz-KO mice (KO) (**f**). **g** Apoptotic cell death detected by TUNEL staining of adipocytes differentiated from SVF of WT and Ad-Yap/Taz-KO mice (*n* = 5 mice per group). **h** Quantitative RT-PCR showing mRNA expression of YAP/TAZ target genes in differentiated 3T3-L1 adipocytes treated with control siRNA or siRNA directed against Yap and Taz (*n* = 3). **i**, **j** Differentiated 3T3-L1 adipocytes were treated with control siRNA or siRNA directed against Yap, Taz, and Bim, and western blot analysis was performed to analyze protein levels of BIM, YAP, TAZ, and GAPDH (**i**). In parallel, cells were analyzed by TUNEL staining to determine cell apoptosis (**j**) (*n* = 4). **k** Bim expression in adipocytes isolated from vWAT 4 weeks after injection of adeno-associated virus transducing control shRNA (AAV-Con) or shRNA directed against Bim (AAV-shBim) fed HFD (*n* = 3 mice per group). **l**, **m** Quantification of crown-like structures (CLS) (**l**) and of TUNEL-positive cells (**m**) in sections of vWAT from WT and Ad-Yap/Taz-KO mice 4 weeks after injection of adeno-associated virus transducing control shRNA (AAV-Con) or shRNA directed against Bim (AAV-shBim) and fed HFD (*n* = 3 mice per group, at least 10 sections were analyzed per animal). Data are presented as the mean ± SEM; *p ≤ 0.05 and **p ≤ 0.01 (unpaired Student’s *t*-test in **a**, **c**, **g**, **h** and one-way ANOVA in **b**, **d**, **j**–**m**). Source data are provided as a Source Data file.

### TNFα and IL-1β induce YAP/TAZ nuclear translocation and YAP/TAZ transcriptional activity

To identify signals in fat tissue that might induce YAP/TAZ activation during obesity, we analyzed whether palmitic acid or several cytokines, including TNFα, interleukin (IL)-1β, CCL2, and IL-6 are able to induce YAP/TAZ target gene expression in 3T3-L1 adipocytes. Quantitative RT-PCR analysis showed that expression of the YAP/TAZ target genes *Ctgf*, *Cyr61*, and *Ankrd1* was induced by TNFα or IL-1β (Fig. 5a). Consistent with this, we detected increased YAP/TAZ nuclear translocation in response to TNFα and IL-1β (Fig. 5b and Supplementary Fig. 5a), and suppression of Yap/Taz expression strongly inhibited TNFα- and IL-1β-induced YAP/TAZ target gene expression (Fig. 5c and Supplementary Fig. 5b). An involvement of TNFα and IL-1β in the activation of YAP and TAZ in mouse adipocytes during obesity could be demonstrated by treating animals with the TNFα inhibitor etanercept and the IL-1β inhibitor anakinra. In HFD-fed mice, etanercept and anakinra significantly reduced HFD-induced nuclear translocation of YAP/TAZ, as well as upregulation of YAP/TAZ target gene expression (Fig. 5d, e). In differentiated adipocytes, TNFα or IL-1β did not change protein or phosphorylation levels of YAP/TAZ (Supplementary Fig. 5c) and knockdown of the Hippo pathway kinase LATS1/2 did not affect induction of YAP/TAZ target gene expression by TNFα or IL-1β (Supplementary Fig. 5d). This indicates that regulation of YAP/TAZ activity by TNFα or IL-1β is independent of the Hippo pathway. Inhibition of RhoA, which was activated by TNFα in 3T3-L1 adipocytes (Supplementary Fig. 5e) by C3-exoenzyme, depolymerization of actin by latrunculin B, and inhibition of myosin II ATPase by blebbistatin attenuated TNFα- and IL-1β-induced nuclear translocation of YAP/TAZ (Fig. 5f and Supplementary Fig. 5f–h), as well as TNFα- and IL-1β-induced YAP/TAZ target gene expression (Fig. 5g, f and Supplementary Fig. 5i, j). To examine which RhoGEF protein is involved in TNFα-induced RhoA activation in adipocytes, we focused on ArhGEF2 (GEF-H1), which has been described to be activated through the TNFα receptor^45^, on ArhGEF11 (PDZRhoGEF), which has been involved in adipocyte metabolism^46^, as well as on the related RhoGEF proteins ArhGEF1 and ArhGEF12 (LARG). Whereas knockdown of ArhGEF1, ArhGEF11, and ArhGEF12 had no effect on TNFα-induced upregulation of YAP/TAZ target genes (Supplementary Fig. 5k), knockdown of ArhGEF2 blocked the TNFα effect (Fig. 5i). This suggests that ArhGEF2- and RhoA-mediated actomyosin contractility is required for TNFα- and IL-1β-induced YAP/TAZ nuclear translocation and subsequent transcriptional activity.

**Fig. 5:**
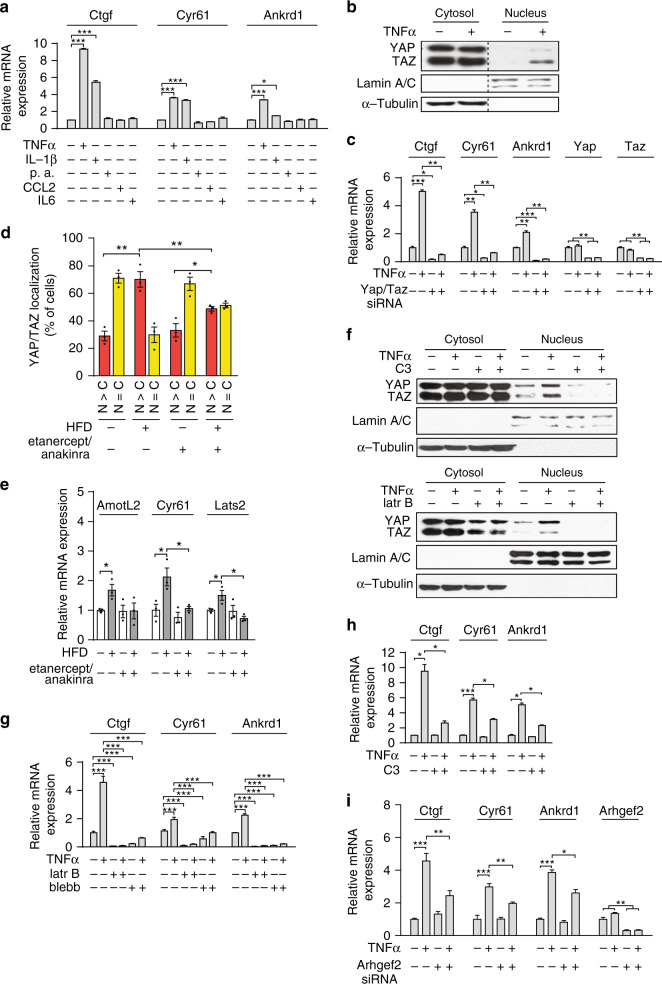
TNFα regulates YAP/TAZ transcriptional activity in adipocytes. **a** Quantitative RT-PCR showing mRNA expression of YAP/TAZ target genes in response to TNFα (1.1 nM), IL-1β (5.9 nM), IL-6 (0.8 nM), CCL2 (1.2 nM), and palmitic acid (p.a., 500 nM) in differentiated 3T3-L1 adipocyte (*n* = 3 per group). **b** Differentiated 3T3-L1 adipocytes were incubated without or with 1.1 nM TNFα for 6 h, then cytosolic and nuclear fractions were analyzed by immunoblotting using antibodies against YAP/TAZ, α-Tubulin (cytoplasmic marker), and Lamin A/C (nuclear marker). The dashed line indicates the margins of a region, which was cut out. **c**, **g**, **h** Differentiated 3T3-L1 adipocytes were treated with control siRNA or siRNA directed against Yap/Taz (**c**) or were pretreated with 2.5 µM latrunculin B (latr B), 20 µM blebbistatin (blebb) for 30 min (**g**), or with 1 µg/ml of C3-exoenzyme (**h**) for 6 h. Thereafter, cells were incubated without or with 1.1 nM TNFα for 8 h and expression of YAP/TAZ target genes was analyzed (*n* = 3). **d** Quantification of YAP/TAZ localization to the nucleus (N) or cytosol (C) in the visceral (vWAT) from standard diet (SD)-fed (*n* = 3) and HFD-fed mice (*n* = 3) treated without or with etanercept and anakinra by intraperitoneal injection. **e** Expression of YAP/TAZ target genes in white adipocyte isolated from the vWAT of mice fed HFD (*n* = 3) or standard diet (SD) and treated without or with etanercept and anakinra (*n* = 3). **f** Differentiated 3T3-L1 adipocytes were preincubated with C3-exoenzyme (C3) or latrunculin B (latr B). Thereafter, cells were incubated without or with 1.1 nM TNFα for 6 h, and cytosolic and nuclear fractions were analyzed by immunoblotting using antibodies against YAP, TAZ, Lamin A/C, and α-Tubulin. **i** Differentiated 3T3-L1 adipocytes were treated with control siRNA or siRNA directed against Arhgef2. Thereafter, cells were incubated in the absence or presence of TNFα (1.1 nM) and expression of YAP/TAZ target genes was determined (*n* = 4). Data are presented as the mean ± SEM; *p ≤ 0.05, **p ≤ 0.01, and ***p ≤ 0.001 (one-way ANOVA). Source data are provided as a Source Data file.

To identify additional intracellular signaling pathways activated by TNFα and IL-1β, which are involved in YAP/TAZ activation by both cytokines in adipocytes, we tested the effect of various protein kinase inhibitors on TNFα- and IL-1β-induced YAP/TAZ target gene expression. Whereas inhibition of mitogen-activated protein-kinase kinase, inhibitor of NF-κB-kinase, phosphoinositide-3-kinase, and p38 kinase had no effect (Supplementary Fig. 6a), inhibition of c-Jun N-terminal kinase (JNK) strongly attenuated TNFα- and IL-1β-induced YAP/TAZ target gene expression (Fig. 6a and Supplementary Fig. 6b). A requirement of JNK for TNFα- and IL-1β-induced YAP/TAZ transcriptional activity was validated by knockdown of Jnk, which also blocked TNFα- and IL-1β-induced activation of YAP/TAZ target genes (Fig. 6b and Supplementary Fig. 6c). C3-exoenzyme and latrunculin B did not affect TNFα-induced JNK phosphorylation (Supplementary Fig. 6d), indicating that Rho-mediated signaling is not required for TNFα- and IL-1β-induced JNK activation. Although disruption of the actin cytoskeleton by latrunculin B abolished TNFα- and IL-1β-induced YAP/TAZ nuclear localization, inhibition of JNK activation had no effect (Figs. 5f and 6c, and Supplementary Fig. 5g), indicating that JNK does not regulate YAP/TAZ function on the level of nuclear translocation. As the YAP/TAZ/TEAD complex has been shown to functionally interact with AP-1 that synergistically regulates YAP/TAZ target gene expression^47^, and as JNK phosphorylates and regulates c-Jun, a component of AP-1^48^, we tested whether siRNA-mediated suppression of c-Jun affects TNFα- and IL-1β-induced YAP/TAZ target gene expression. We found that suppression of c-Jun expression attenuated TNFα- and IL-1β-induced YAP/TAZ target gene expression (Fig. 6d and Supplementary Fig. 6e), which indicates that JNK and c-JUN mediate TNFα-induced YAP/TAZ transcriptional activity. Taken together, these data suggest that RhoA-mediated actomyosin contractility is required for TNFα- and IL-1β-induced YAP/TAZ nuclear localization, whereas JNK/c-JUN is essential for YAP/TAZ transcriptional activity.

**Fig. 6:**
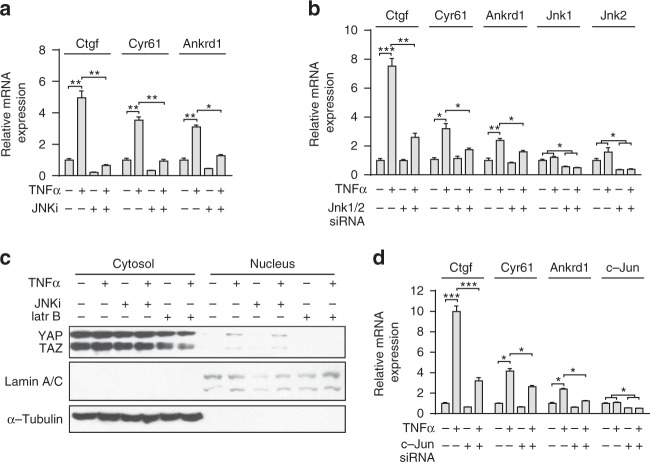
JNK and c-JUN mediate TNFα-induced YAP/TAZ transcriptional activity. **a**–**d** Differentiated 3T3-L1 adipocytes were incubated in the absence or presence of the JNK inhibitor SP600125 (JNKi, 5 µM) (**a**, **c**), latrunculin B) (latr B, 2.5 µM) (**c**), or were treated with control siRNA or siRNA directed against Jnk1 and 2 (**b**) or c-Jun (**d**). Thereafter, cells were incubated in the absence or presence of TNFα (1.1 nM), and expression of YAP/TAZ target genes was determined (*n* = 3) (**a**, **b**, **d**) or cytosolic and nuclear fractions were analyzed by immunoblotting using antibodies against YAP and TAZ, Lamin A/C or α-Tubulin (**c**). Shown are mean values mean ± SEM; *p ≤ 0.05, **p ≤ 0.01, and ***p ≤ 0.001 (one-way ANOVA). Source data are provided as a Source Data file.

## Discussion

YAP and TAZ are transcriptional regulators that integrate metabolic pathways, mechanical cues, and various signaling pathways to control different cellular functions including proliferation, differentiation, and cell survival^27–29^. Based on our initial observation that YAP and TAZ, as well as a characteristic YAP/TAZ transcriptional program were activated in mouse and human white adipocytes during the development of obesity, we found that loss of YAP and TAZ expression did not affect adipocyte function in normal healthy mice. However, in animals fed a HFD, loss of YAP and TAZ resulted in lipodystrophy including massive adipocyte death, a compensatory increase in adipogenesis and infiltration by immune cells. This indicates that YAP/TAZ signaling protects mature adipocytes from cell death during obesity.

Given the YAP/TAZ activation in adipocytes during obesity, the question arises how YAP/TAZ are activated during expansion of the adipose tissue. As adipocytes increase in size during obesity, they experience increased mechanical stress due to compressive forces or strain exerted by the extracellular matrix on expanding adipocytes^49,50^. There is also an increase in connective fiber content in obese adipose tissue, which results in an increase in overall rigidity of the adipose tissue and which has been shown to contribute to increased cell death in the obese adipose tissue^51^. In fact, YAP and TAZ activity is controlled by mechanical signals, such as extracellular matrix rigidity, shear stress, and stretching^35,52,53^, and cytoskeletal tension has been linked to YAP/TAZ activity^28,35–37^. A stiff environment favors YAP nuclear localization and activation, whereas attachment to soft substrates increases cytoplasmic retention of YAP^35^. Recent work has shown that integrin adhesion to the extracellular matrix and integrin signaling, as well as RhoA-mediated signaling and actomyosin-driven contractility play important roles in mechanical regulation of YAP/TAZ activity^28,54–58^, which appears to be largely independent of the Hippo pathway^35,59^. In addition, actomyosin-mediated tension has been shown to regulate the thermogenic capacity of brown adipocytes through YAP and TAZ^60^. However, it is not known whether a similar mechanism exists in white adipocytes. Our data show that inhibition of RhoA-mediated signaling, latrunculin B-induced depolymerization of actin, and myosin II ATPase inhibition by blebbistatin reduced cytokine-induced YAP/TAZ activation in differentiated adipocytes, suggesting that increased cytoskeletal tension in obese adipocytes contributes to YAP/TAZ activation during obesity.

The enlargement of the adipose tissue during obesity is accompanied by the development of a chronic low-grade inflammation of the adipose tissue, which includes infiltration of the adipose tissue by macrophages and increased levels of cytokines^13–19^. By testing several mediators that are increased in the obese adipose tissue, we identified TNF-α and IL-1β, which have been shown to be produced by adipocytes and cells of the SVF including infiltrating macrophages in obese mice and humans^61–65^, as potent activators of adipocyte YAP/TAZ. This suggests that inflammatory mediators produced in the obese adipose tissue contribute to adipocyte YAP/TAZ activation during obesity. TNF-α and IL-1β can activate several intracellular signaling pathways including extracellular signal-regulated kinase, IKK/NF-κB-signaling, p38, and JNK^66^. By pharmacological inhibition and siRNA-mediated knockdown, we identified JNK as a critical signaling component in cytokine-induced YAP/TAZ activation in adipocytes. Although inhibition of JNK had no effect on cytokine-induced nuclear translocation of YAP/TAZ, it strongly inhibited cytokine-induced activation of the YAP/TAZ transcriptional program, which we found to also require c-JUN, a component of AP-1^48^. As the YAP/TAZ/TEAD complex has been shown to functionally interact with AP-1 to synergistically regulate target gene expression^47^, we conclude that a similar mechanism is also operating in adipocytes. As a major mechanism mediating cytokine-induced YAP/TAZ nuclear translocation, we identified RhoA-mediated actomyosin contractility, whereas blockade of the Hippo pathway component LATS1/2 had no effect on cytokine-induced YAP/TAZ nuclear translocation. This is consistent with several reports indicating that Rho/actomyosin-mediated nuclear translocation of YAP/TAZ occurs independently of the Hippo pathway^34,35,67^.

Expansion of the adipose tissue during obesity is accompanied by increased mechanical, metabolic, and inflammatory stress, as well as increased adipocyte cell death^68^. As we observed massive apoptotic adipocyte cell death in the absence of YAP/TAZ in mature adipocytes during obesity, activation of YAP/TAZ during obesity may either promote anti-apoptotic, pro-survival pathways or inhibit pro-apoptotic pathways. The inflammatory NF-κB pathway is also important for adipocyte survival during obesity, as loss of signaling components of this pathway results in increased apoptotic death of adipocytes during obesity^24,26^. We could largely exclude that YAP/TAZ have an effect on IKK/NF-κB pro-survival signaling, as loss of YAP/TAZ did not affect TNF-α-induced activation of NF-κB in vitro and as NF-κB activity was not altered in adipocytes from obese Ad-Yap/Taz-KO mice compared to controls.

When analyzing transcriptomic changes in white adipocytes of Ad-Yap/Taz-KO mice fed HFD for 4 weeks compared to wild-type littermates, we observed that the anti-apoptotic genes *Bcl2* and *Bcl2l2* were downregulated, and that the pro-apoptotic gene *Bim* was strongly upregulated in the absence of YAP/TAZ. This is consistent with previous data, which showed that, during embryonic stem cell (ESC) differentiation, YAP attenuates apoptosis primarily through transcriptional upregulation of anti-apoptotic factors, including BCL2, BCL2L1, and MCL-1^69^, as well as with observations, which showed that YAP/TAZ promote cell survival through suppression of the pro-apoptotic protein BIM, whereas YAP/TAZ knockdown increased BIM expression^70^. Similarly, it has been shown that overexpression of YAP or TAZ suppresses BIM expression^71,72^. 

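Across the 18800 genes tested, 6053 were called between Ad-Yap/Taz-KO and WT adipocytes on HFD by limma, 3213 higher and 2840 lower. This balance depended on the scaling: with the libraries scaled to the same total, 4617 were called higher and 1367 lower. With the WT HFD libraries as 1 sample, 3445 genes were called, all of them among the 6053. Of the genes with a mean of at least 50 normalized counts, the largest falls were in Oxtr, Klf14, Slc5a7, Prr32 and Folh1, and large rises were in Myh15, Dhrs9, Dcstamp and Trem2. Oxtr, the oxytocin receptor, had 3870 and 3771 normalized counts in the WT libraries and 12 and 9 in the Ad-Yap/Taz-KO libraries, a log2 fold change of -8.39 (standard error 0.95, limma adjusted p = 3.4e-05). Klf14 had 329 and 239 normalized counts in WT and was listed at 0 in both Ad-Yap/Taz-KO libraries. Slc5a7 fell from 1033 and 1131 to 1 and 8 normalized counts. Trem2, a receptor of macrophages, had 7 and 8 normalized counts in the WT libraries and 1525 and 1034 in the Ad-Yap/Taz-KO libraries, a log2 fold change of 7.21 (standard error 0.39, adjusted p = 9.0e-08). Macrophage markers as a list had a median log2 fold change of 4.13 on HFD, with 16 of 16 genes higher. Rises among the called genes therefore need not come from adipocytes. Dhrs9, with 2 and 0 normalized counts in WT and 436 and 424 in Ad-Yap/Taz-KO adipocytes, was at least 143-fold higher, a bound that sets the WT value at 3 counts. Of the 17 genes measured by the study here, 12 were called between the genotypes on HFD when adjusted over all genes and 13 when adjusted over the list alone.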

In differentiated adipocytes in vitro, we could show that increased apoptotic cell death induced by knockdown of YAP/TAZ, which was accompanied by increased BIM expression, could be rescued by knockdown of Bim. Thus, we conclude that increased activation of YAP/TAZ in obese adipocytes suppresses expression of pro-apoptotic BIM and promotes expression of anti-apoptotic factors such as Bcl2 and Bcl2l2, and that these transcriptional regulatory effects contribute to the protective effect of YAP/TAZ against increased adipocyte cell death during obesity. Targeting YAP/TAZ signaling may provide a novel therapeutic strategy to treat obesity by slowing the expansion of the white adipose mass during hypercaloric diet.

## Methods

### Reagents

Tamoxifen (catalog number T5648), collagenase II (catalog number C6885), wortmannin (catalog number W3144), latrunculin B (catalog number 428020), and IL-6 (catalog number I1395) were from Sigma-Aldrich. SC514 was from Santa Cruz Biotechnology (catalog number 354812-17-2). SP600125 (catalog number S5567) and p38 MAPK inhibitor III (catalog number 506148) were obtained from Merck Chemicals GmbH. Exoenzyme C3 transferase was obtained from Cytoskeleton (catalog number CT03-A). Mouse TNFα was purchased from PeproTech (catalog number 315-01 A). IL-1β was from Life Technologies GmbH (catalog number 10139-HNAE). CCL2 (catalog number 479-JE-10) was from Bio-Techne GmbH. The following antibodies were obtained from Cell Signaling Technology: anti-YAP/TAZ (#8418, 1:1000), anti-YAP (#4912, 1:1000), anti-phospho-YAP (Ser127) (#4911, 1:1000), anti-phospho-TAZ (Ser89) (#59971, 1:1000), anti-Lamin A/C (#2032, 1:1000), anti-GAPDH (#2118, 1:3000), anti-phospho-JNK (Thr183/Tyr185) (#9251, 1:1000), anti-IκBα (#4812, 1:1000), anti-P65 (#4764, 1:1000), anti-phospho-P65 (Ser536) (#3033, 1:1000), and anti-BIM (#2933, 1:1000). Anti-TAZ (#HPA007415, 1:1000) and anti-α-Tubulin (#T9026, 1:3000) were from Sigma-Aldrich. Anti-mouse and rabbit horseradish peroxidase (HRP)-conjugated secondary antibodies were from Cell Signaling Technology.

### Animals

Mice carrying floxed alleles of Yap1 (Yap1^tm1a(KOMP)Mbp^) were obtained from the Knockout Mouse Project (KOMP) Repository (KOMP, Davis, California, USA). ESCs carrying a targeted allele of Taz (Wwtr1^tm1a^), which after removal of a cassette flanked by FRT (flippase recognition target) sites allows for Cre-mediated recombination, were purchased from EUCOMM (Helmholtz Zentrum München). ESC clones were injected into C57BL/6 blastocysts and were transferred to pseudopregnant females. Chimeric offspring were bred with C57BL/6 mice to produce heterozygous animals. Germline transmission was confirmed in the F_1_ generation using a PCR genotyping strategy. To delete the selection cassette, mice were crossed to Flp-deleter mice^73^. Adipocyte-specific Yap/Taz-deficient mice (iAd-Yap/Taz-KO) were generated by crossing Yap^flox/flox^;Taz^flox/flox^ mice with Adipoq-CreER^T2^ transgenic mice^41^. For adipocyte pulse-chase experiments, iAd-Yap/Taz-KO and control animals were crossed with the Cre reporter line Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J (mT/mG)^43^ obtained from The Jackson Laboratory (JAX stock number 007676). Yap^flox/flox^;Taz^flox/flox^ mice were also mated with Adipoq-Cre mice^44^ to generate Ad-Yap/Taz-KO mice. For induction of Cre-mediated recombination in iAd-Yap/Taz-KO mice, 1 mg of tamoxifen was injected intraperitoneally for 5 consecutive days at the age of 5 weeks. Animals were fed SD (SC, Altromin) or a Western-type HFD containing 30% fat (ssniff) starting from the age of 6 weeks with water ad libitum. Tamoxifen-treated Yap^flox/flox^;Taz^flox/flox^ littermates served as controls. For in vivo experiments, male animals were used at the age of 8–12 weeks if not stated otherwise, whereas adipose tissue from male mice were tested in several in vitro experiments as indicated. Animal care and experimental procedures followed were compliant with ethical regulations and were approved by the local animal welfare authorities and committees (Regierungspräsidia Karlsruhe and Darmstadt).

### Cell culture

Primary white adipocytes and stromal vascular cell fraction from mouse epididymal fat pads and human primary white adipocytes were isolated as described previously^24^. All human samples were collected with the informed consents from the donors following the bioethics and safety regulations. Isolated primary white adipocytes were cultured at 37 °C and 5% CO_2_ in Dulbecco’s modified Eagle’s medium with 10% fetal bovine serum and antibiotic solution. 3T3-L1 preadipocytes (obtained from American Type Culture Collection) were differentiated into mature adipocytes as previously described^74^.

### siRNA-mediated knockdown

A suspension of differentiated 3T3-L1 adipocytes was transfected with siRNA using Lipofectamine RNAiMax transfection reagent (Invitrogen) according to the manufacturer’s instruction and seeded on collagen-coated plates. The targeted sequences of mouse siRNAs directed against RNAs encoding Yap, Taz, Lats1, Lats2, Jnk1, Jnk2, c-Jun, Bim, Rhogef1, Rhogef2, Rhogef11, and Rhogef12 were as follows: Yap, 5′-GCTAGATAAAGAAAGCTTT-3′ and 5′-CCAATAGTTCCGATCCCTT-3′; Taz, 5′-GAATCAGCCTCTGAATCAT-3′ and 5′-GTCTGAAGATCTGATCCCT-3′; Lats1, 5′-GCAACATTCAATTAACCGA-3′; Lats2, 5′-CCATGAAGACTCTCAGGAA-3′; Jnk1, 5′-CAAGAGATTTGTTATCCAA-3′, 5′-GAAGCAAACGTGACAACAA-3′, 5′-GTTCTTATGAAGTGTGTTA-3′, and 5′-TAAATACGCTGGATATAGC-3′; Jnk2, 5′-CCGCAGAGTTCATGAAGAA-3′, 5′-GCGGATCTCTGTGGACGAA-3′, 5′-AAAGAGAGCATGCGATTGA-3′, and 5′-GCATTCAGCTGGTATCATT-3′; c-Jun, 5′-AGCGTTCGTTATCACAATAAA-3′, 5′-GTGCCTACGGCTACAGTAA-3′, and 5′-GTAACCCTAAGATCCTAAA-3′; Bim, 5′-GTGTTTACATGTGGCGTGT-3′ and 5′-GCCAATTTATGGATGATTT-3′; Arhgef1, 5′-TTGGCTGAACTTGATAGCAGA-3′ and 5′-CTCCAGATTGTCGACATCTAA-3′; Arhgef2, 5′-CACCAAGGCCTTAAAGCTCTA-3′ and 5′-ATCAATCTTTATGGACTTCTA-3′; Arhgef11, 5′-CAGAAGTTTATCAGCAGACAA-3′ and 5′-CTGGGAGATTCTACACCTGAA-3′; Arhgef12, 5′-CAGCAGCTTGTTAGCAGAGAA-3′ and 5′-AAGAATTCAAATATTAAATAA-3′.

### Glucose tolerance test

Intraperitoneal glucose tolerance test and insulin tolerance test were performed as described previously^24^. Briefly, after overnight fasting, glucose was administered intraperitoneally at a dose of 1.5 mg glucose per g body weight for HFD-fed mice and 2 mg glucose per g body weight for mice fed SD. Blood glucose levels were measured in blood taken from the tail vein prior to or at the indicated times after glucose administration using a glucometer (Accu-Chek Aviva, Roche). Insulin sensitivity was determined by intraperitoneal injection of 0.75-1 units of insulin per kg body weight and measuring of glucose levels in blood taken from the tail vein before and at the indicated times after insulin injection in mice fasted for 6 h.

### Adipocyte pulse-chase experiments

Adipocyte pulse-chase experiments were performed as described^42^. Mice were treated with 1 mg/d tamoxifen at the age of 5 weeks by intraperitoneal injection for five consecutive days. Mice were then placed on HFD or remained on SD for an 8-week or a 16-week chase period. Inguinal and epididymal WAT were taken from several regions throughout the depot and were analyzed by whole mount confocal microscopy for tdTomato and eGFP expression. Per mouse, at least 300 (sWAT) or 2000 (vWAT) adipocytes were counted from multiple images.

### Administration of adeno-associated virus

Adeno-associated viral (AAV) vectors of serotype 8, carrying a scrambled sequence (AAV-Ctrl) or an shRNA directed against the mouse *Bim* RNA (AAV-Bim-shRNA) were obtained from Vigen Bioscience. For delivery of virus to the epididymal WAT, mice were anesthetized with 2% isoflurane and a laparotomy was performed to expose the epididymal fat pad under a sterile hood. Virus were diluted to 2.5 × 10^10^ viral genomes/ml in sterile phosphate-buffered saline (PBS) and a total amount of 50 μl *Bim* shRNA virus or control virus was injected at five different sites of each fat pad using a 0.3 cm^3^ 31 G insulin syringe.

### Etanercept and anakira treatment in vivo

Mice fed HFD for 4 weeks were injected during the fourth week with 10 mg/kg etanercept and 25 mg/kg anakira intraperitoneally for 7 consecutive days. Afterwards, animals were killed for fat tissue collection and adipocyte isolation, or whole mount tissue staining.

### Histology and immunohistochemistry

Tissues were fixed by paraformaldehyde (4%), dehydrated in an ethanol gradient, and then transferred to xylene solution for embedding in paraffin. Five-micrometer sections were stained with hematoxylin-eosin and images were analyzed with light microscopy. Adipocyte area in sections was determined in more than 100 cells per condition using ImageJ (NIH). Adipocyte number was calculated as described previously^75^. TUNEL assay was performed on paraffin sections (5 µm) of WAT following the instructions of the In Situ Cell Death Detection Kit (Roche Applied Sciences). For immunohistochemical staining, paraffin sections (5 µm) were placed in a microwave oven for heat-induced epitope retrieval. The following antibodies were used: anti-CD68 (Bio-rad, MCA1957, 1:100) and anti-Perilipin-1 (Cell Signaling Technology, 3470, 1:100). CellMask™ Orange plasma membrane stain (Life Technologies, Thermo Fisher Scientific, C10045) was used to visualize the plasma membrane. Whole fat tissue mount for YAP/TAZ localization (using anti-YAP/TAZ antibody #8418, 1:100, Cell Signaling Technology) and adipocyte pulse-chase experiments was performed as described^76^. Immunofluorescence imaging was performed using a Leica TCS SP5 confocal microscope.

### Quantitative RT-PCR and RNA-seq

Total RNA was isolated from adipocytes or fat tissue using the RNeasy lipid tissue Mini Kit (Qiagen, Valencia, CA, USA) and DNA was removed using the QIAGEN RNase*-*Free DNase Set following the manufacturer’s instructions. cDNA was synthesized using ProtoScript® II reverse transcriptase (New England Biolabs). Quantitative RT-PCR was performed using LightCycler 480 Real-Time PCR detection System (Roche Molecular Biochemicals, Mannheim, Germany) according to the manufacturer’s instructions. Relative mRNA expression was normalized to GAPDH. PCR primers are listed under Supplementary Table 1. For RNA-seq, RNA and library preparation integrity were verified with a BioAnalyzer 2100 (Agilent) or LabChip Gx Touch 24 (Perkin Elmer). Twenty nanograms of total RNA was used as starting material for ribosomal depletion with RiboGone-Mammalian (Clontech) followed by library preparation using SMARTer Stranded Total RNA Sample Prep Kit (Clontech). Sequencing was performed on the NextSeq500 instrument (Illumina) using v2 chemistry, resulting in an average of 35 M reads per library with 1 × 75 bp single end setup. The resulting raw reads were assessed for quality, adapter content, and duplication rates with FastQC (Andrews S. 2010, FastQC: a quality control tool for high-throughput sequence data. Available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reaper version 15-065 was employed to trim reads after a quality drop below a mean of Q20 in a window of 20 nucleotides^77^. Only reads between 15 and 75 nucleotides were cleared for further analyses. Trimmed and filtered reads were aligned vs. the Ensembl mouse genome version mm10 (GRCm38) using STAR 2.5.2b with the parameter “–outFilterMismatchNoverLmax 0.1” to increase the maximum ratio of mismatches to mapped length to 10%^78^. The number of reads aligning to genes was counted with featureCounts 1.5.1 tool from the Subread package^79^. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 version 1.14.1^80^. 

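By limma, 886 genes were called between Ad-Yap/Taz-KO and WT adipocytes on SD, 604 higher and 282 lower. The diet changed 3377 genes in WT mice, 1643 higher and 1734 lower on HFD, and 202 genes in Ad-Yap/Taz-KO mice, 72 higher and 130 lower. For 3274 genes the effect of the knockout differed between the diets when tested as an interaction, with 1633 more positive and 1641 more negative on HFD. With the WT HFD libraries as 1 sample these counts were 648, 539, 28 and 517. The balance of higher and lower calls depended on the scaling. Scaled to the same total, 470 genes were called higher and 3567 lower for the diet in WT mice. For the interaction, 2610 were then more positive and 619 more negative. Fitting only the 2 groups compared gave 461 genes on SD, 3870 for the diet in WT mice and 0 for the diet in Ad-Yap/Taz-KO mice, where 2059 genes had an unadjusted p under 0.05. In a simulation with 200 changed genes among 18800, 94 were called, none in the wrong direction, and none of the unchanged genes. Of the 80 simulated genes with a change of at least 2 on the log2 scale and a mean of at least 50, 76 were called. The simulation gave every group the same spread. In the real libraries, genes with 1000 to 5000 reads differed by 5.86 times the Poisson expectation in WT HFD and 73.7 times in Ad-Yap/Taz-KO HFD. The simulation therefore does not measure false calls under such unequal spread. The largest fall on SD among genes with a mean of at least 50 was again in Oxtr, from 841 and 1136 normalized counts in WT to 0 and 22 in Ad-Yap/Taz-KO libraries, followed by Gm15519, Nnat, Folh1 and Sncg. Nnat fell from 6124 ± 77.8 to 217.5 ± 72.8 normalized counts (SD, n = 2 mice each), a log2 fold change of -4.85 (standard error 0.23, limma adjusted p = 6.7e-07). The largest rises on SD were in Dhrs9, Spp1, Il7r, Gm9696 and Syngr1. In WT mice, HFD raised Slc5a7, Gm9696, Sfrp5, Golga7b and Ncan most and lowered Pcp4l1, Chl1, 4933430L12Rik, Npas2 and Gm21857 most. Sfrp5 rose from 61 and 212 to 3632 and 3956 normalized counts. In Ad-Yap/Taz-KO mice, HFD lowered Gm6806, Cyp2f2, Il13ra2, Acta1 and Hspd1-ps4 most and raised Zim1, Ryr2, Itgbl1, Cd72 and Cilp most. Gm15519, Gm9696, Gm21857, Gm6806 and Hspd1-ps4 are annotated as pseudogenes, and reads that align equally well to a related gene are not counted, so that these values are uncertain.

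**Figure D2:**
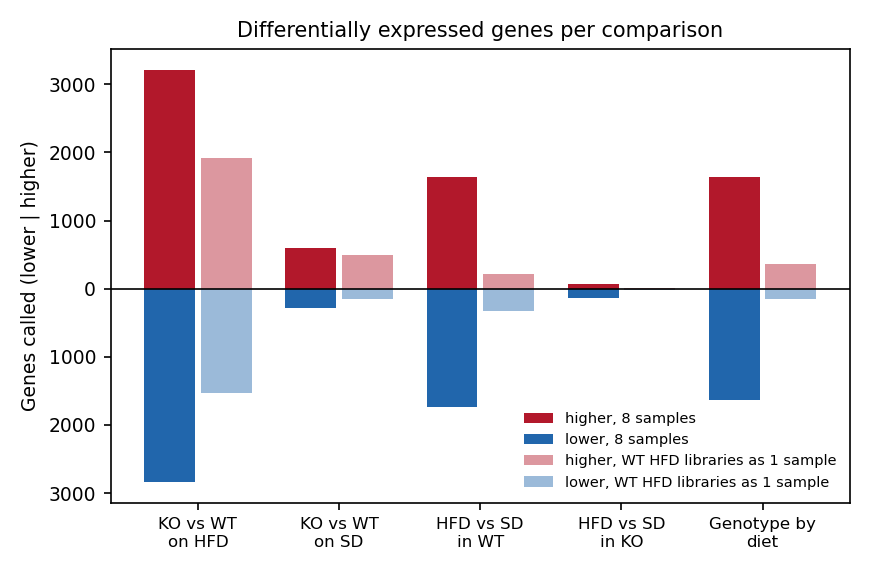
Number of genes called higher (red, upward) and lower (blue, downward) in each comparison (horizontal), with all 8 libraries (dark) and with the WT HFD libraries averaged to 1 sample (light). KO stands for Ad-Yap/Taz-KO. For the last comparison, higher means a more positive effect of the knockout on HFD than on SD. All bars use the deposited scaling, on which the balance of higher and lower calls depends. The count for the diet in WT mice goes from 3377 to 539.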

Only genes with a minimum fold change of ±1.5 (log2 ± 0.59), a maximum Benjamini–Hochberg corrected *p*-value of 0.05, and a minimum combined mean of 5 reads were deemed to be significantly differentially expressed. The Ensemble annotation was enriched with UniProt data (release 24.03.2017) based on Ensembl gene identifiers^81^.

### Chromatin immunoprecipitation

ChIP analysis was performed as described previously^82^. vWAT from mice fed with SD or HFD for 4 weeks was washed with PBS and crosslinked with 1% formaldehyde for 10 min. Samples were lysated in adipocyte lysis buffer (5 mM PIPES pH 8.0, 85 mM KCl, and 0.5% NP-40) and homogenized using a Retsch MM 300 TissueLyser Mixer Mill. Then, samples were centrifuged (5 min, 700 × *g*, 4 °C), pelleted nuclei were resuspended in SDS lysis buffer (1% SDS, 10 mM EDTA pH 8.1, and 50 mM Tris·HCl pH 8.1) and sheared with a Bandelin Sonopuls hd 2070 (18 pulses, each pulse 10 s at 100% of the sonicator’s amplitude) to generate DNA fragments of 200–1000 bp length. The chromatin was precleared and incubated with YAP antibody (#4912, Cell Signaling Technology) or IgG overnight under rotation. Complexes were pulled down with 20 µl Magnet ChIP A beads (Millipore) and eluted in elution buffer containing 1% SDS and 100 mM NaHCO_3_. Samples were digested with proteinase K, and DNA was extracted using PCR Clean-up kit (Macherey-Nagel). Samples were analyzed by qPCR using primers Bimfw 5′-TGGATAGACAGTTCCTGGCG-3′ and Bimrev 5′-CGGGCACGACAAGCATATAA-3′.

### Western blottings

The nuclear and cytoplasmatic fraction of adipocytes were separated using NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (Thermo Scientific). Mouse fat tissues or adipocytes were collected, snap-frozen in liquid nitrogen and stored at −80 °C. For protein extraction, ~50 mg frozen tissue was homogenized for 2 min at 30 Hz using a Retsch MM 300 TissueLyser Mixer Mill in 200 μl lysis buffer (50 mM Tris pH 7.5, 2 mM EDTA, 2 mM EGTA, 0.5 M mannitol, 1% Triton X-100, as well as phosphatase inhibitors (10 mg/ml leupeptin, pepstatin A, 4-(2-aminoethyl) benzenesulfonyl-fluoride, and aprotinin) and protease inhibitors (PhosSTOP, Roche))^83^. Extracts were spun down, and fat layer and cell debris were removed. Proteins were separated by SDS-polyacrylamide gel electrophoresis and analyzed by immunoblotting using the indicated antibodies. For detection, Pierce^TM^ ECL Western Blotting Substrate (Thermo Scientific) or Immobilon Western Chemiluminescent HRP Substrate (Merck) were used.

### Study approval

The work on human adipocyte samples was approved by the ethical committee of Xi’an Jiaotong University (XJTU2018-249 and XJTU2019-12) and conforms to the guidelines of the 2000 Helsinki declaration. Written informed consent was obtained from all subjects before their participation. All procedures of animal care and use in this study were approved by the local animal welfare authorities and committees (Regierungspräsidia Karlsruhe and Darmstadt).

### Statistics

Trial experiments or experiments done previously were used to determine sample size with adequate statistical power. Samples were excluded in cases where RNA/cDNA quality or tissue quality after processing was poor (below commonly accepted standards). Animals were excluded from experiments if they showed any signs of sickness. The investigator was blinded to the group allocation and during the experiment. Data represent biological replicates. In all studies, comparison of mean values was conducted with unpaired, two-tailed Student’s *t*-test or one-way or two-way analysis of variance with Bonferroni’s post hoc test. In all analyses, statistical significance was determined at the 5% level (*P* < 0.05). Depicted are mean values ± SEM as indicated in the figure legends. Statistical analysis was performed with Prism5 or Prism6 (GraphPad), or Excel (Microscoft) software.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The RNA-seq data are available in GEO repository under the accession GSE138911. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: YAP and TAZ protect against white adipocyte cell death during obesity
**Source:** Nat Commun. 2020 Oct 28;11:5455. doi: 10.1038/s41467-020-19229-3

## **Supplementary information**

YAP and TAZ protect against white adipocyte  
cell death during obesity  
(Wang et al.)

## Supplementary Figures and Legends

### Suppl. Fig. 1

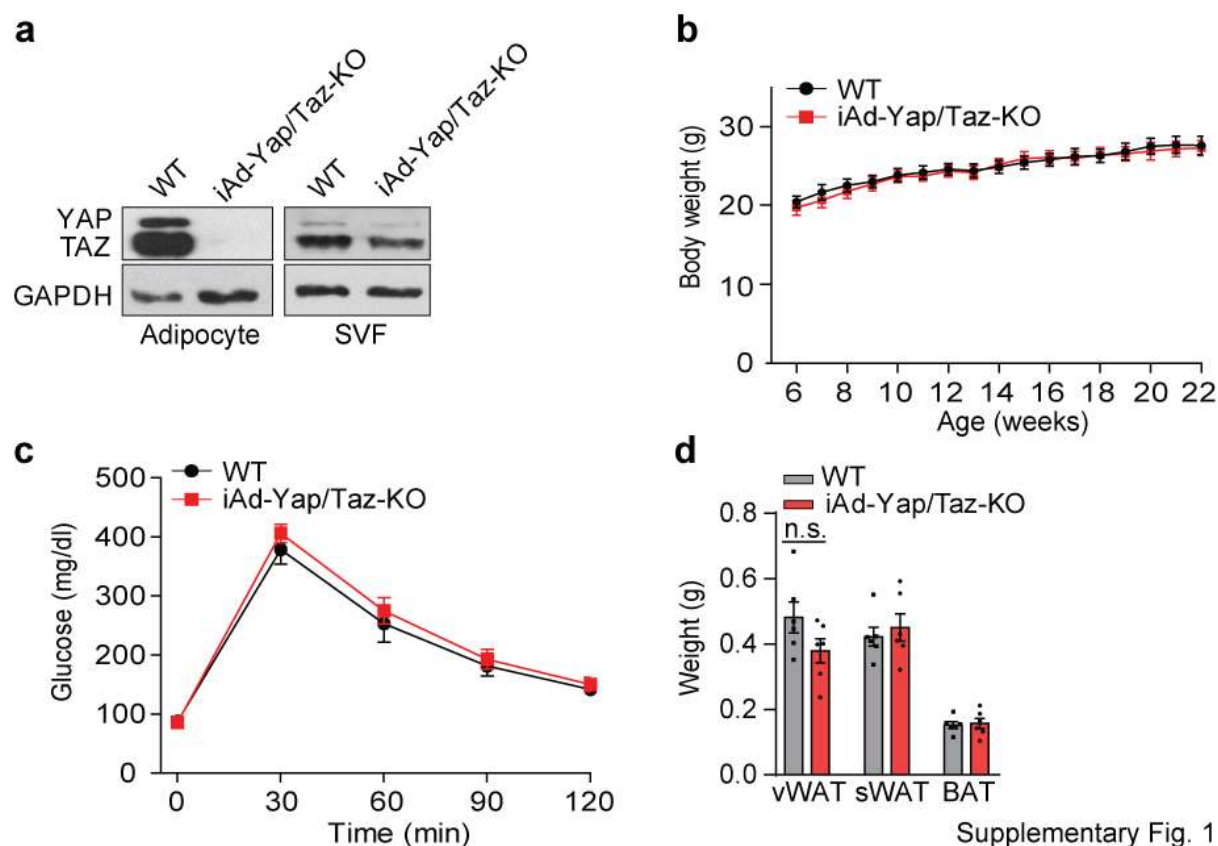

**Supplementary Fig. 1. Validation and analysis of iAd-Yap/Taz-KO fed standard diet.** (a) Western blot showing protein level of YAP and TAZ in isolated adipocytes and the stromal vascular fraction (SVF) of vWAT from wild-type and iAd-Yap/Taz-KO mice 1 week after tamoxifen induction. (b-d) Body weight development (b), glucose tolerance (c) and weight of vWAT, sWAT and BAT (brown adipose tissue) (d) in wild-type (n=6) and iAd-Yap/Taz-KO mice (n=6) fed a standard diet. Shown are mean values  $\pm$  s.e.m.; n.s., not significant. (Two-way ANOVA in b and c and unpaired Student's *t*-test in d).

## Suppl. Fig. 2

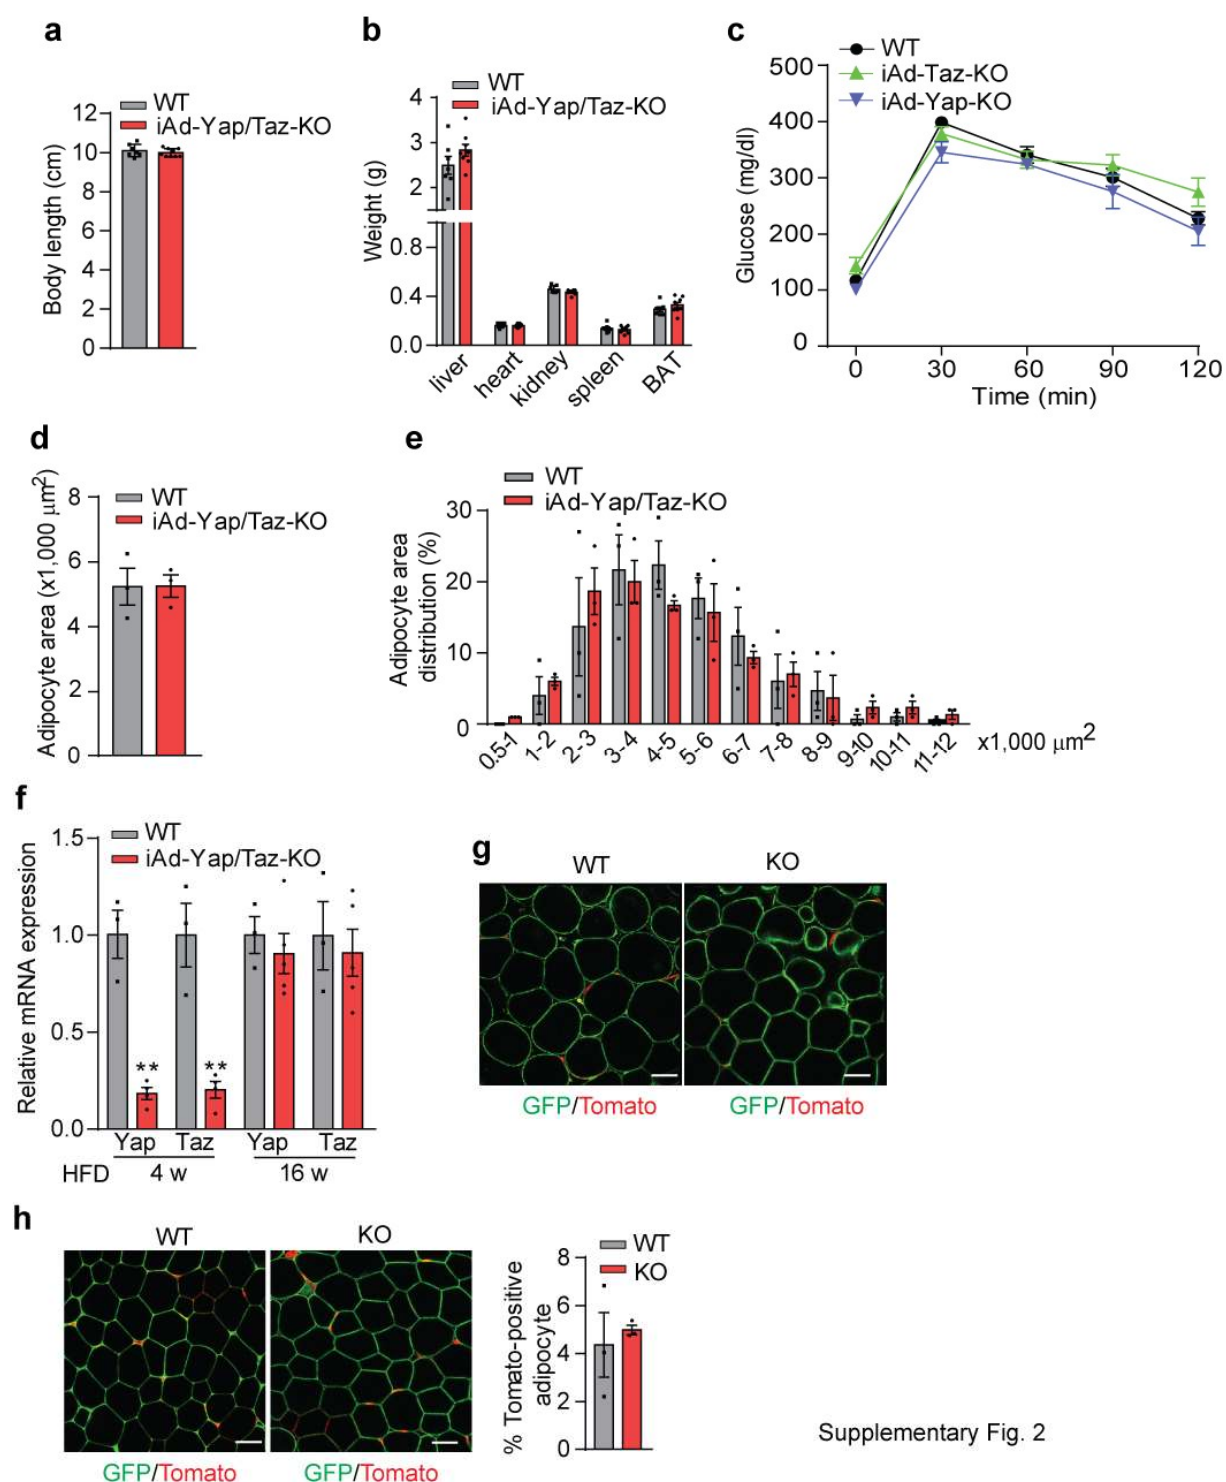

Supplementary Fig. 2

**Supplementary Fig. 2. Phenotypic analysis of iAd-Yap/Taz-KO mice fed HFD.**

(a) Body length of wild-type (n=7) and iAd-Yap/Taz-KO mice (n=9) fed HFD for 16 weeks. (b) Weight of liver, heart, kidney, spleen and interscapular brown adipose tissue (BAT) from wild-type (n=7) and iAd-Yap/Taz-KO (n=8) mice fed HFD for 16

weeks. **(c)** Intraperitoneal glucose tolerance in wild-type (n=6), iAd-Yap-KO (n=6) and, iAd-Taz-KO mice (n=6). **(d,e)** Average visceral adipocyte area (d) and adipocyte area distribution in sections of the vWAT (e) of wild-type and iAd-Yap/Taz-KO mice fed HFD for 16 weeks (n=3 mice per group in d and e; at least 10 sections were analyzed per animal). **(f)** Quantitative RT-PCR showing mRNA expression of Yap and Taz in isolated epididymal adipocyte from wild-type (n=3) and iAd-Yap/Taz-KO (n=4-5) mice fed HFD for 4 and 16 weeks. **(g,h)** Representative images of adipocyte tracing in vWAT of Adipoq-CreER<sup>T2</sup>;mT/mG;Yap<sup>flox/flox</sup>;Taz<sup>flox/flox</sup> mice (KO) and Adipoq-CreER<sup>T2</sup>;mT/mG mice (WT) after tamoxifen treatment and 1 week (g) and 8 weeks (h) of standard diet. The bar diagram in (h) shows the quantification of Tomato positive adipocyte in vWAT of mice fed a standard diet for 8 weeks (n=3 mice per group). Scale bars: 50  $\mu$ m. Data are presented as the mean  $\pm$  s.e.m.; \*\*,  $p \leq 0.01$  (ANOVA or unpaired Student's *t*-test).

**Suppl. Fig. 3**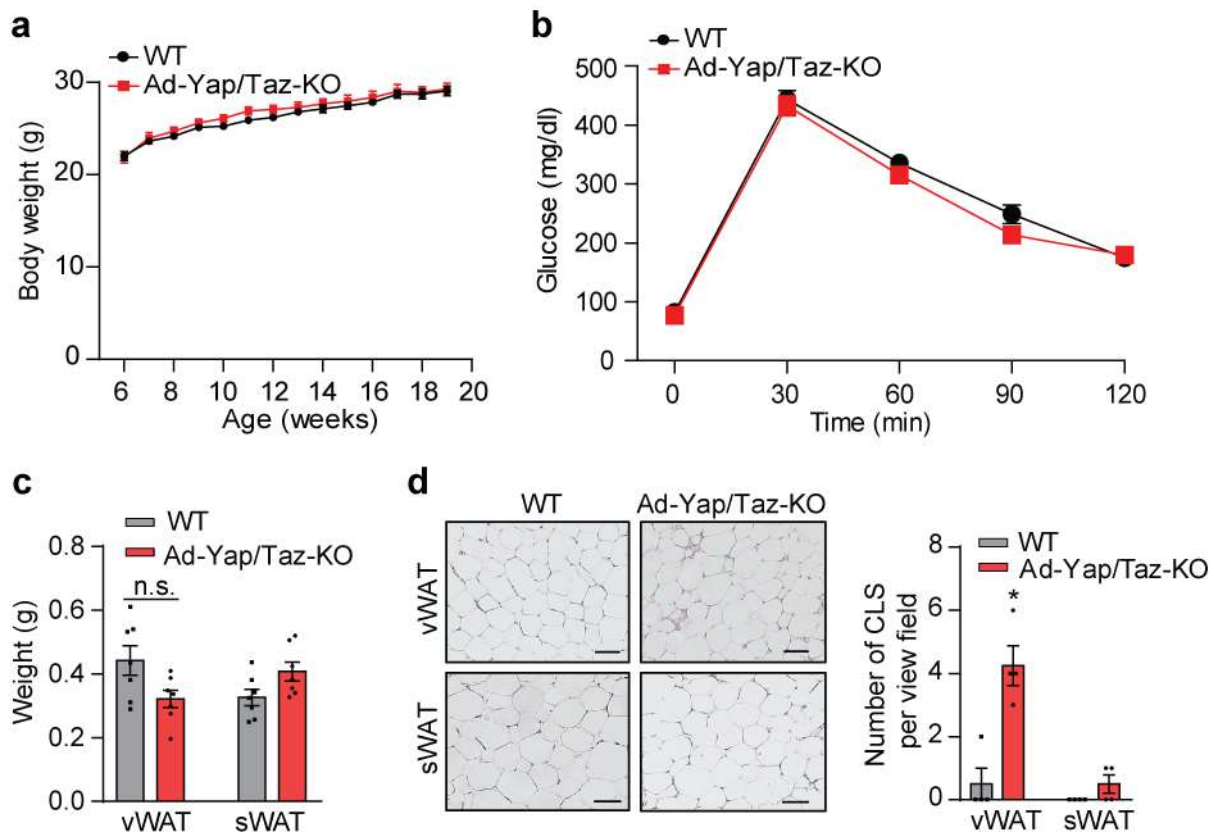

Supplementary Fig. 3

**Supplementary Fig. 3. Analysis of Ad-Yap/Taz-KO mice fed standard diet. (a-c)**

Body weight development (a), intraperitoneal glucose tolerance (b) and weight of vWAT and sWAT (c) at an age of 14 weeks of wild-type (WT) (n=6-7) and Ad-Yap/Taz-KO mice (n=5-7). (d) H&E-stained epididymal vWAT and sWAT sections from WT and Ad-Yap/Taz-KO mice fed standard diet for 14 weeks. Scale bar: 50  $\mu$ m. The bar diagram shows the number of crown-like structures (CLS) in vWAT and sWAT from WT (n=3) and Ad-Yap/Taz-KO (n=3) mice. Data are presented as the mean  $\pm$  s.e.m.; \*,  $p \leq 0.05$  and n.s., not significant (Two-way ANOVA in **a** and **b** or unpaired Student's *t*-test in **c** and **d**).

## Suppl. Fig. 4

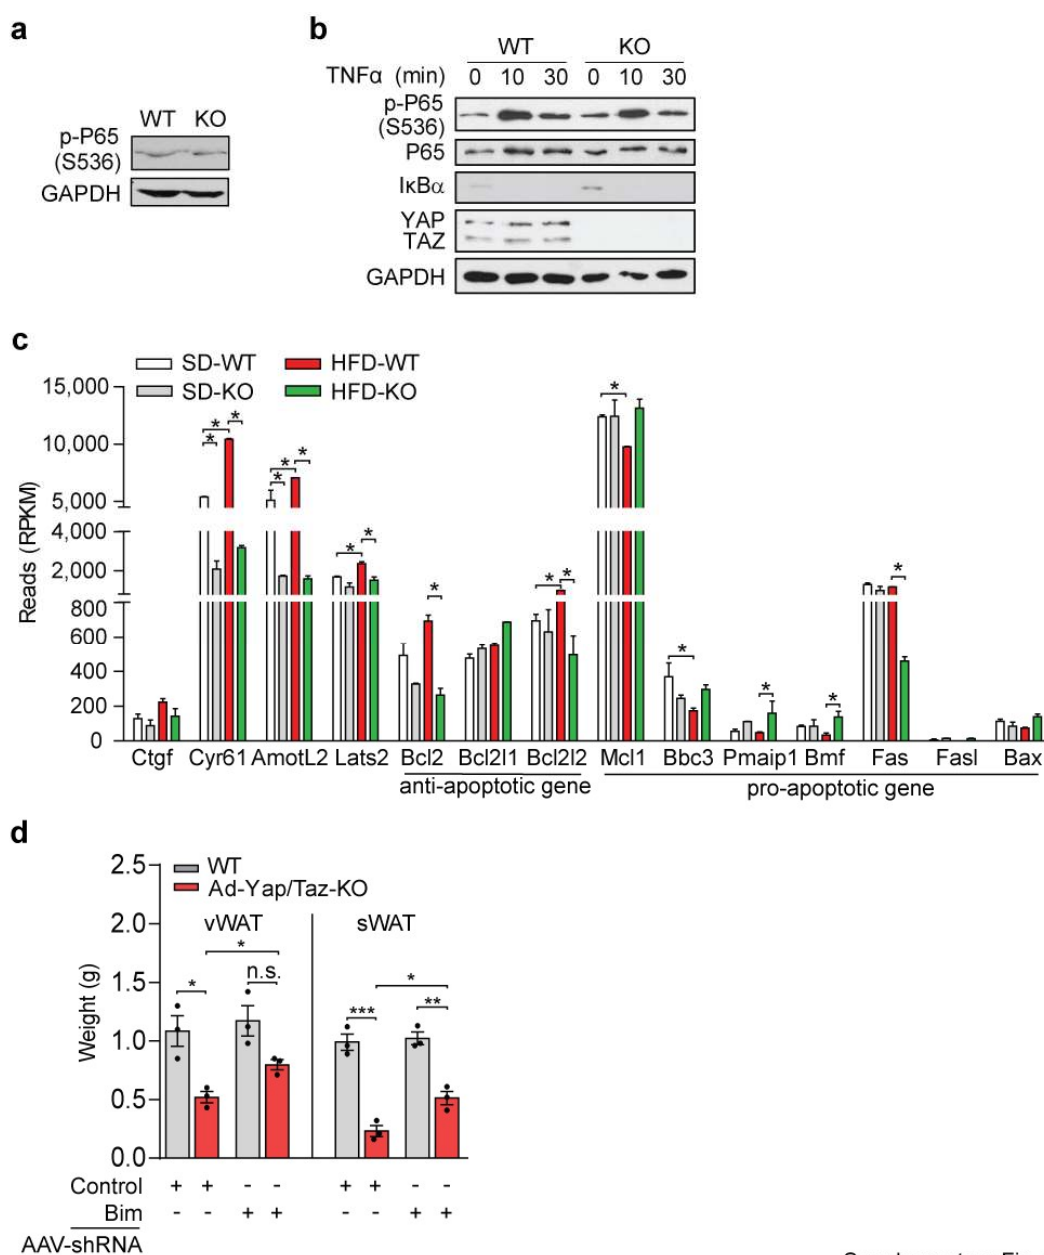

Supplementary Fig. 4

Supplementary Fig. 4. NF- $\kappa$ B activity and gene expression in Ad-Yap/Taz-KO mice. (a) Western blot analysis of P65 phosphorylation levels in vWAT lysates from wild-type (WT) and Ad-Yap/Taz-KO mice (KO) fed HFD for 4 weeks. (b) Western blot analysis of p65 phosphorylation in response to TNF $\alpha$  in adipocytes isolated from vWAT of wild-type (WT) and Ad-Yap/Taz-KO mice fed HFD for 4 weeks. (c) *RNA-seq data showing the expression of YAP/TAZ target genes and some pro- and anti-apoptotic genes in adipocytes isolated from vWAT of wild-type (WT, n=2) and Ad-Yap/Taz-KO mice (KO,*

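The values given here for the genes of Supplementary Fig. 4c are normalized counts, which are not divided by the length of the gene. Of the 14 genes, 10 were called between Ad-Yap/Taz-KO and WT adipocytes on HFD by limma when adjusted over all genes (11 when adjusted over the list alone), 2 on SD (2 over the list alone), 2 between HFD and SD in WT mice (2 over the list alone), 1 between HFD and SD in Ad-Yap/Taz-KO mice (2 over the list alone) and 2 for the interaction of genotype and diet (3 over the list alone). The paper does not say how these genes were chosen. Among the genes not described above, the pro-apoptotic Bmf (ENSMUSG00000040093) had 45 and 22 normalized counts in the WT libraries and 136.5 ± 46.0 (SD, n = 2 mice) in Ad-Yap/Taz-KO adipocytes on HFD, a log2 fold change of 2.04 (standard error 0.51, limma adjusted p = 0.008) that was called under each alternative. Pmaip1 (ENSMUSG00000024521) had 42 and 52 in WT and 89 and 229 in Ad-Yap/Taz-KO adipocytes. Its log2 fold change was 1.59 (standard error 0.46, adjusted p = 0.017; 0.081 with the WT HFD libraries as 1 sample), and 0.91 without the library with 229 normalized counts. Bbc3 (ENSMUSG00000002083) had 159 and 188 in WT and 296 ± 36.8 (SD, n = 2) in Ad-Yap/Taz-KO adipocytes on HFD, a log2 fold change of 0.77 (standard error 0.26, adjusted p = 0.036). In WT mice Bbc3 was lower on HFD than on SD by -1.05 (adjusted p = 0.015), and its interaction was 1.33 (adjusted p = 0.027). After a correction for GC content and gene length, or with the WT HFD libraries as 1 sample, none of these 3 values of Bbc3 was called. The death receptor Fas (ENSMUSG00000024778) had 1179 and 1151 in WT and 457.5 ± 36.1 (SD, n = 2) in Ad-Yap/Taz-KO adipocytes on HFD, a log2 fold change of -1.35 (standard error 0.20, adjusted p = 0.00029), and Fasl was listed at 0 in both WT libraries on HFD against 11 and 16 in Ad-Yap/Taz-KO adipocytes. Bcl2l1 (log2 fold change 0.32, adjusted p = 0.17), Mcl1 (0.43, adjusted p = 0.058) and Bax (0.91, adjusted p = 0.071) did not pass the limits on HFD. Under scaling to the same total all 3 were called, Mcl1 with a log2 fold change of 0.81 (adjusted p = 0.0049). In GENCODE vM21, Gm45808, which has no line in the table used here, covers 12.2% of the Bax exon bases on the same strand.

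**Figure D3:**
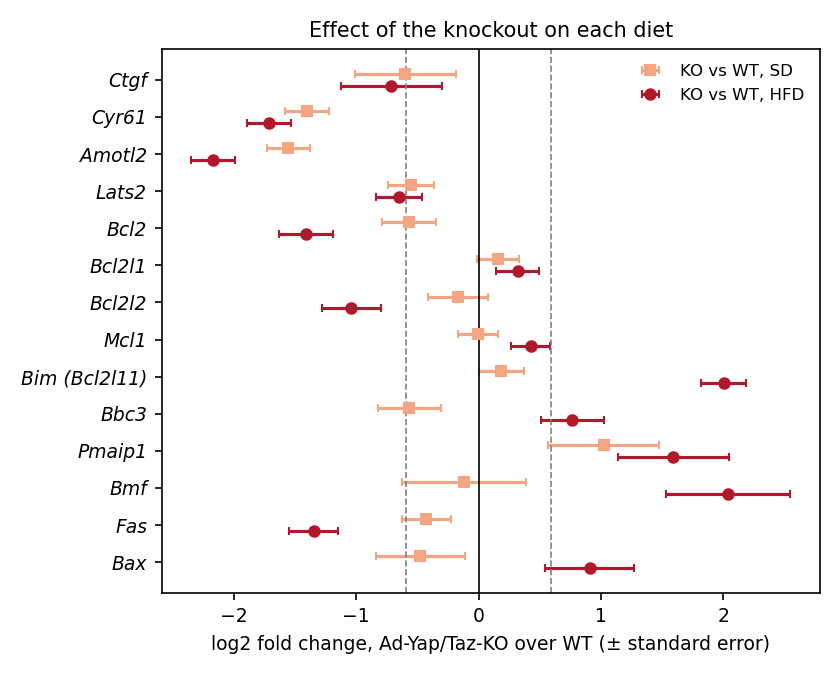
log2 fold change of Ad-Yap/Taz-KO over WT adipocytes (horizontal) with its standard error for 14 genes (vertical), on SD (squares) and on HFD (circles). The solid line marks 0 and the dashed lines mark a log2 fold change of 0.59 in either direction; Bim lies at 0.18 on SD and 2.01 on HFD, and Bmf at 2.04 on HFD.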

n=2) fed standard diet (SD) or HFD for 4 weeks. RPKM: reads per kilobase per million mapped reads. **(d)** Weight of vWAT and sWAT from WT and Ad-Yap/Taz-KO mice 4 weeks after injection of adeno-associated virus transducing control shRNA (AAV-Con) or shRNA directed against Bim (AAV-shBim) and fed HFD (n=3 mice per group). Data are presented as the mean  $\pm$  s.e.m.; \*,  $p \leq 0.05$ , \*\*,  $p \leq 0.01$  and n.s., not significant (unpaired Student's *t*-test in **c** or one-way ANOVA in **d**).

Suppl. Fig. 5

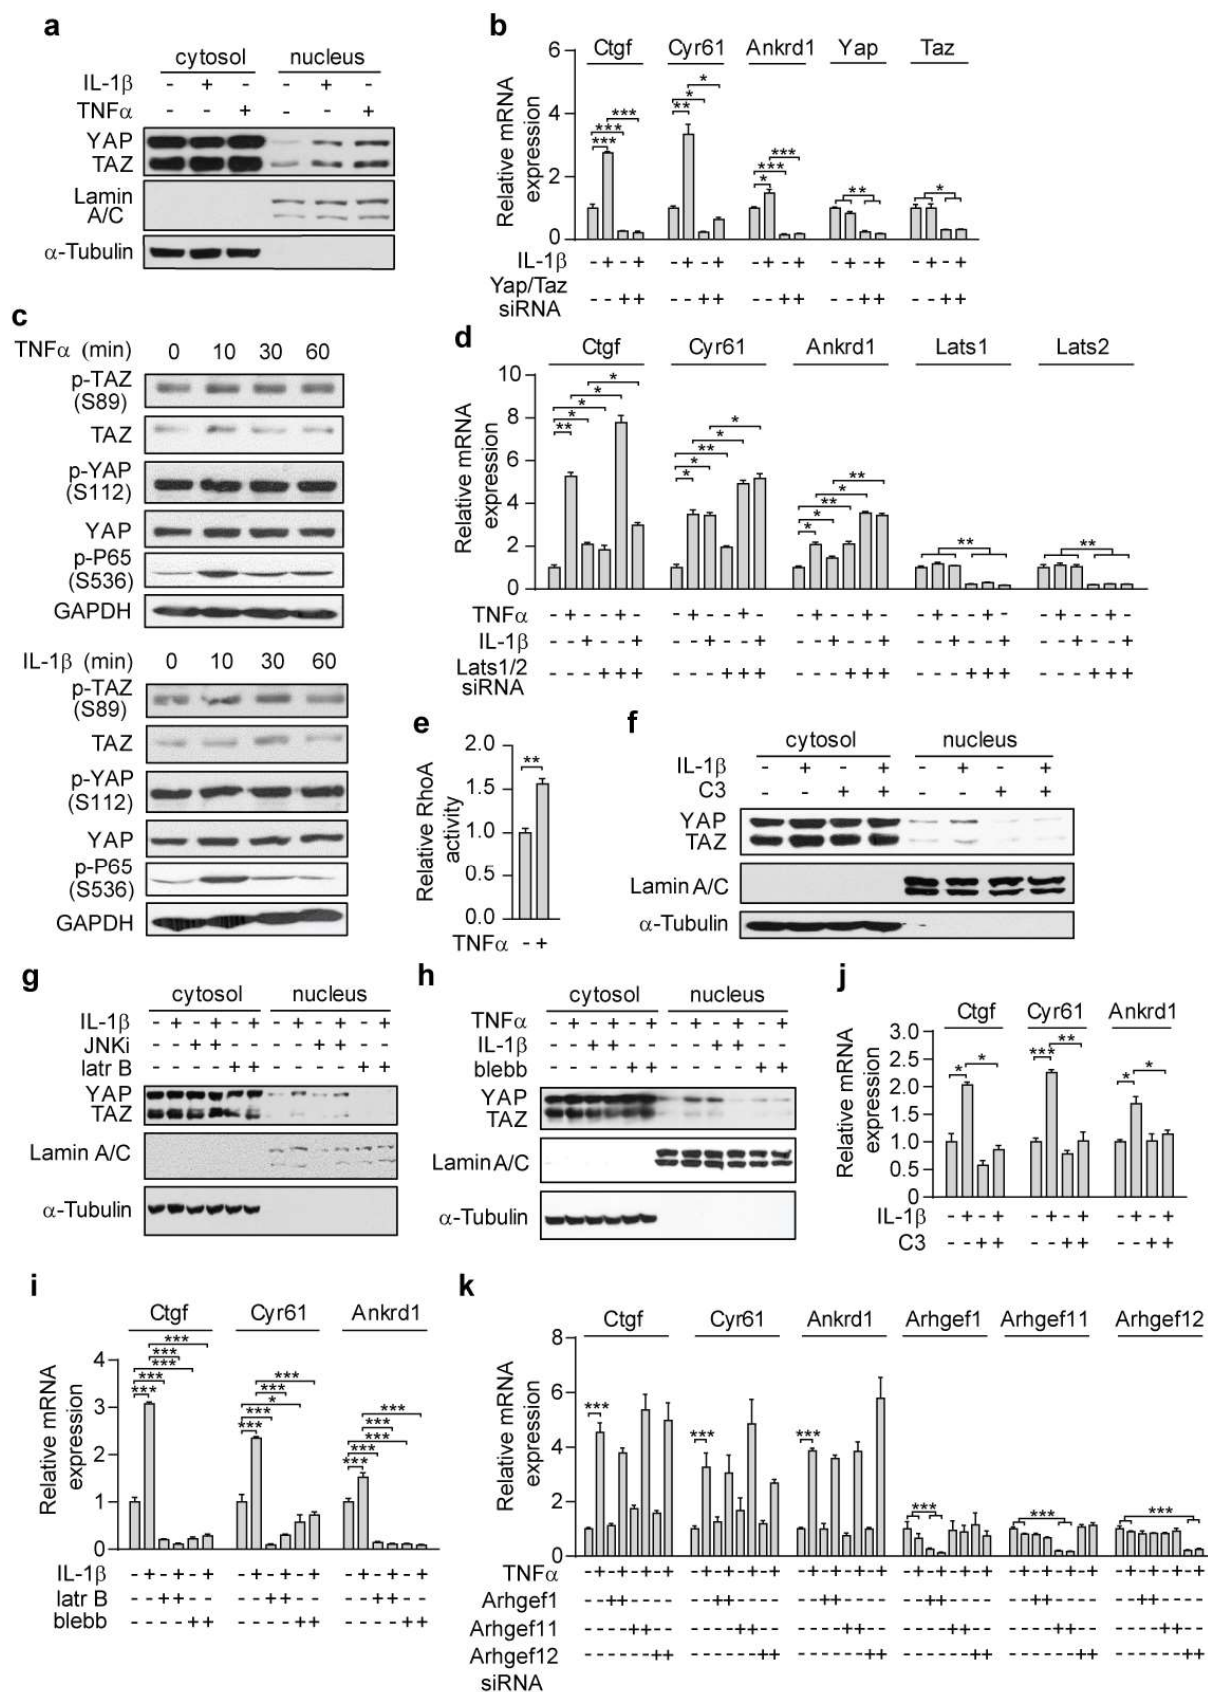

Supplementary Fig. 5

**Supplementary Fig. 5. Effect of IL-1 $\beta$  on YAP/TAZ activity.** (a) Western blots of cytosolic and nuclear fractions of differentiated 3T3-L1 adipocytes activated by TNF $\alpha$  (1.1 nM) and IL-1 $\beta$  (5.9 nM). Membranes were probed with antibodies against YAP/TAZ,  $\alpha$ -Tubulin and Lamin A/C. (b,d,i,j,k) Differentiated 3T3-L1 adipocytes were treated with control siRNA or siRNA directed against Yap and Taz (b) (n=3) or Lats1 and 2 (d) or the by actin-disrupting agent latrunculin B (latr B) or the myosin II inhibitor blebbistatin (blebb) (n=3) (i) or the Rho GTPase inhibitor C3-exoenzyme (n=3) (j) or control siRNA or siRNA directed against Arhgef1, Arhgef11, Arhgef12 (k). Thereafter, cells were incubated in the absence or presence of 5.9 nM IL-1 $\beta$  (b,d,i,j) or 1.1 nM TNF $\alpha$  (d, k) for 8 hours, and expression of YAP/TAZ target genes was determined. (c) Western blot analysis of YAP and TAZ and their phosphorylation level in response to 5.9 nM IL-1 $\beta$  or 1.1 nM TNF $\alpha$  in differentiated 3T3-L1 adipocyte. (e) Effect of TNF $\alpha$  (1.1 nM) on RhoA activity in differentiated 3T3-L1 adipocyte (n=3). (f-h) Differentiated 3T3-L1 adipocytes were preincubated with C3-exoenzyme (C3, 1  $\mu$ g/ml) (f), the JNK-inhibitor SP600125 (JNKi, 5  $\mu$ M) (g), latrunculin B (latr B, 2.5  $\mu$ M) (h) or blebbistatin (blebb, 20  $\mu$ M) (h). Thereafter, cells were incubated in the absence or presence of 5.9 nM IL-1 $\beta$  (f-h) or 1.1 nM TNF $\alpha$  (h), and cytosolic and nuclear fractions were analyzed by immunoblotting using antibodies against YAP/TAZ,  $\alpha$ -Tubulin and Lamin A/C. Shown are mean values  $\pm$  s.e.m.; \*,  $p \leq 0.05$ ; \*\*,  $p \leq 0.01$  (ANOVA).

## Suppl. Fig. 6

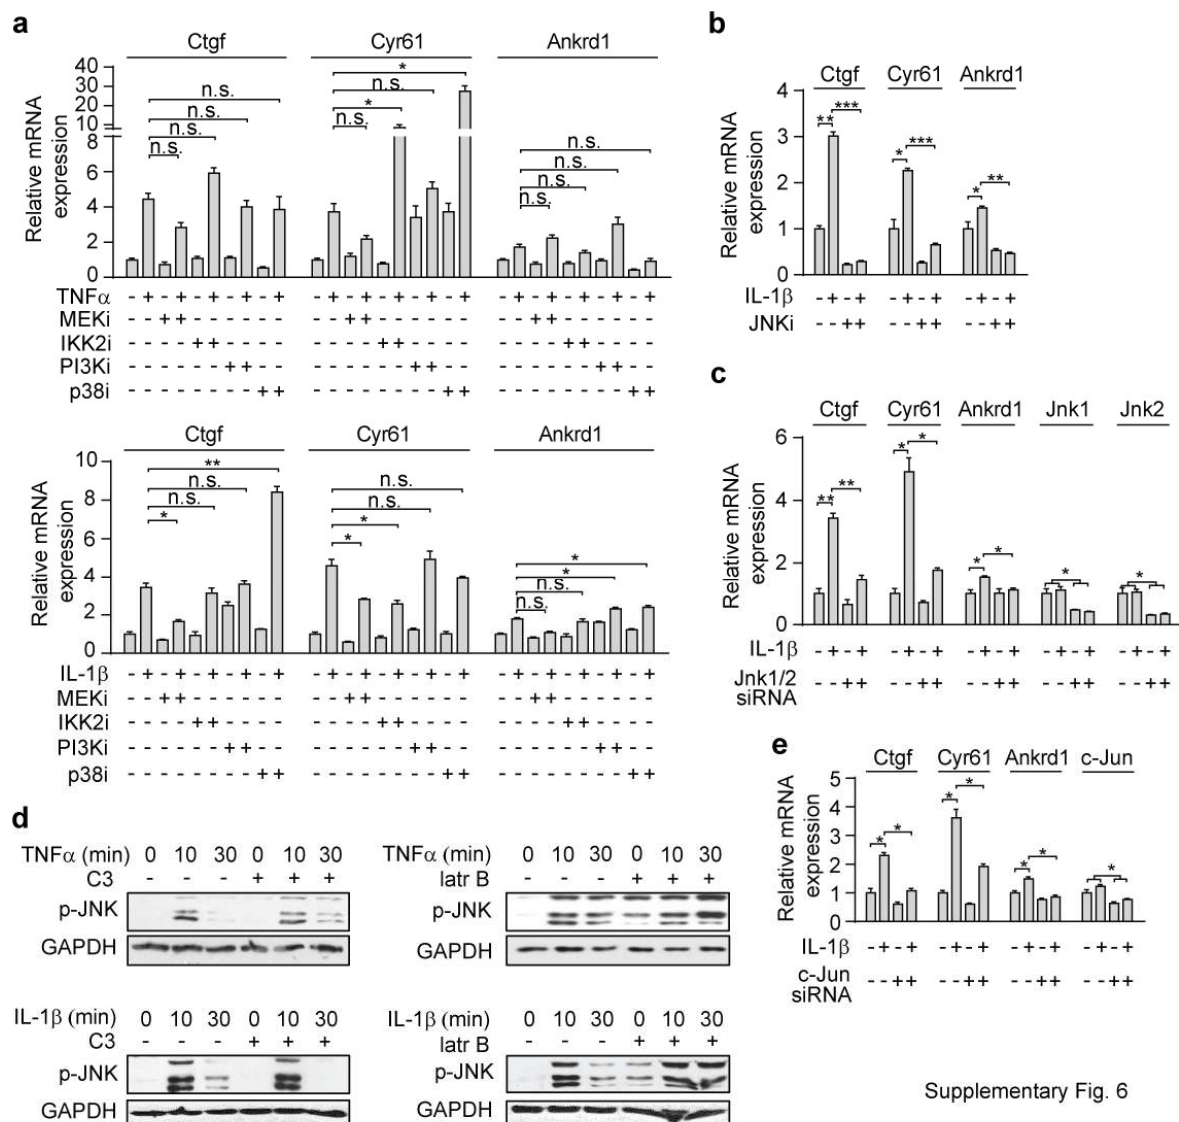

Supplementary Fig. 6

**Supplementary Fig. 6. Role of JNK and c-Jun in IL-1 $\beta$ -induced activation of YAP/TAZ transcriptional activity in adipocytes.** (a-c,e) Differentiated 3T3-L1 adipocytes were pre-incubated with the MEK-inhibitor PD98059 (10  $\mu$ M), IKK2 inhibitor SC-514 (10  $\mu$ M), PI3K-inhibitor wortmannin (1  $\mu$ M), p38-inhibitor SB253580 (10  $\mu$ M) (a) or the JNK-inhibitor SP600125 (5  $\mu$ M) (b) or were incubated with control siRNA or siRNA directed against Jnk1 and 2 (c) or c-Jun (e). Thereafter, cells were incubated in the absence or presence of 1.1 nM TNF $\alpha$  (a) or IL-1 $\beta$  (b,c,e), and expression of YAP/TAZ target genes was determined (n=3). (d) Differentiated 3T3-L1 adipocytes

were pretreated with C3-exoenzyme (C3) or latrunculin B (latr B) and were then incubated with TNF $\alpha$  (1.1 nM) or IL-1 $\beta$  (5.9 nM) for the indicated time periods. Thereafter, whole cell lysates were analyzed by immunoblotting using antibodies against phosphorylated JNK (p-JNK (Thr183/Tyr185)) and GAPDH. Data are presented as mean values  $\pm$  s.e.m.; \*,  $p \leq 0.05$ ; \*\*,  $p \leq 0.01$ ; \*\*\*,  $p \leq 0.001$  (ANOVA).

**Supplementary Table 1 Sequence of qPCR primers (Sigma-Aldrich) used in the study**

| <b>Gene Symbol</b> | <b>Species</b> | <b>forward</b>                  | <b>reverse</b>                  |
|--------------------|----------------|---------------------------------|---------------------------------|
| Yap                | human          | GACATCTTCTGGTCAGAG<br>ATACTTCTT | GGGGCTGTGACGTTCA<br>TC          |
| Taz                | human          | CAGCAATGTGGATGAGAT<br>GG        | TGGGGATTGATGTTTCAT<br>GG        |
| Cyr61              | human          | CCAGTGACAGCAGCCT<br>GAA         | GGCCGGTATTTCTTCAC<br>ACTC       |
| Ctgf               | human          | ACATTAGTACACAGCACC<br>AGAATGT   | GCTATCTGATGATACTA<br>ACCTTTCTGC |
| Lats2              | human          | AACTGGTGAACGCAGGAT<br>G         | CCCATCTTGCTGATGTA<br>CTCC       |
| AmotL2             | human          | AGGCTGCAGAGAGACAA<br>TGAG       | CTCAGAGAGCCGCTGG<br>ATT         |
| Bim                | human          | CAGACAGCAGGTCTCAG<br>GAAG       | AAAAATACCCATAAGCG<br>GATCA      |
| Ctgf               | mouse          | TGACCTGGAGGAAAACAT<br>TAAGA     | AGCCCTGTATGTCTTCA<br>CACTG      |
| Ankrd1             | mouse          | GCTGGAGCCCAGATTGA<br>A          | CTCCACGACATGCCCA<br>GT          |
| Cyr61              | mouse          | CCCTTCTCCACTTGACCA<br>GA        | CACTTGGGTGCCTCCA<br>GA          |
| Yap                | mouse          | CCTTTGAGATCCCTGATG<br>ATG       | GCCATGTTGTTGTCTGA<br>TCG        |
| TAZ                | mouse          | GCCACTGGCCAGAGATA<br>CTT        | GACGGGTGGAGGTTCA<br>CAT         |
| CD68               | mouse          | GACACTTCGGGCCATGTT              | GAGGAGGACCAGGCCA<br>AT          |
| F4/80              | mouse          | GGAGGACTTCTCCAAGC<br>CTATT      | AGGCCTCTCAGACTTCT<br>GCTT       |

|       |       |                              |                               |
|-------|-------|------------------------------|-------------------------------|
| iNOS  | mouse | TGGCCACCAAGCTGAACT           | TTCATGATAACGTTTCT<br>GGCTCT   |
| Il1b  | mouse | AGTTGACGGACCCCAAAA<br>G      | TTTGAAGCTGGATGCTC<br>TCAT     |
| IL10  | mouse | CAGAGCCACATGCTCCTA<br>GA     | TGTCCAGCTGGTCCTTT<br>GTT      |
| Cd11c | mouse | GAGCCAGAACTTCCCAAC<br>TG     | TCAGGAACACGATGTCT<br>TGG      |
| Mcp1  | mouse | CATCCACGTGTTGGCTCA           | GATCATCTTGCTGGTGA<br>ATGAGT   |
| Tnfa  | mouse | TCTTCTCATTCTGCTTGT<br>GG     | GGTCTGGGCCATAGAA<br>CTGA      |
| Arg1  | mouse | GAATCTGCATGGGCAACC           | GAATCCTGGTACATCTG<br>GGAAC    |
| Mrc1  | mouse | CCACAGCATTGAGGAGTT<br>TG     | ACAGCTCATCATTTGGC<br>TCA      |
| Mrc2  | mouse | CCCCAACTCCGACACTG            | GGGCCTGGATCCAACT<br>CT        |
| CD163 | mouse | GGATGTCGGTGTGATTTG<br>CT     | CATCTGGACACTCCATC<br>CACT     |
| IL1α  | mouse | TTGGTTAAATGACCTGCA<br>ACA    | GAGCGCTCACGAACAG<br>TTG       |
| Cd11b | mouse | CAATAGCCAGCCTCAGTG<br>C      | GAGCCCAGGGGAGAAG<br>TG        |
| Ifng  | mouse | GGAGGAACTGGCAAAAG<br>GAT     | TTCAAGACTTCAAAGAG<br>TCTGAGG  |
| Irs1  | mouse | CTATGCCAGCATCAGCTT<br>CC     | TTGCTGAGGTCATTTAG<br>GTCTTC   |
| Irs2  | mouse | TCCAGGCACTGGAGCTTT           | GGCTGGTAGCGCTTCA<br>CT        |
| Insr  | mouse | TCTTTCTTCAGGAAGCTA<br>CATCTG | TGTCCAAGGCATAAAAA<br>GAATAGTT |

|          |       |                              |                             |
|----------|-------|------------------------------|-----------------------------|
| Glut1    | mouse | GGATCCCAGCAGCAAGA<br>AG      | CCAGTGTTATAGCCGAA<br>CTGC   |
| Fabp4    | mouse | GGATGGAAAGTCGACCA<br>CAA     | TGGAAGTCACGCCTTTC<br>ATA    |
| Glu4     | mouse | GACGGACACTCCATCTGT<br>TG     | GCCACGATGGAGACAT<br>AGC     |
| CD36     | mouse | TTGAAAAGTCTCGGACAT<br>TGAG   | TCAGATCCGAACACAG<br>CGTA    |
| Adipoq   | mouse | GGAGAGAAAGGAGATGC<br>AGGT    | CTTTCCTGCCAGGGGT<br>TC      |
| Restin   | mouse | AACAAGACTTCAACTCCC<br>TGTTTC | AGACTGCTGTGCCTTCT<br>GG     |
| Leptin   | mouse | CAGGATCAATGACATTTC<br>ACACA  | GCTGGTGAGGACCTGT<br>TGAT    |
| Bim      | mouse | TTCCACTTGGATTACAC<br>CA      | CTTGGCCATTTGGTCTT<br>TTT    |
| Lats1    | mouse | TCCACAGATGTTTCAGGA<br>TTTG   | GAAGAGCTTGAATAACC<br>ATGTCC |
| Lats2    | mouse | GAGGTGCTTCTCCGCAAA           | AGCATCTCAAAGAGAAT<br>CACACC |
| Jnk1     | mouse | TCTCCAGCACCCATACAT<br>CA     | TGCTCCCTCTCATCTAA<br>CTGC   |
| Jnk2     | mouse | GGTATGACCCCGCTGAA<br>G       | GCATGCTCTCTTTCTTC<br>CAACT  |
| c-Jun    | mouse | TTTCTCACCAACTGCTTG<br>GA     | CCAAATGCTCCCCAAAA<br>TAC    |
| Arhgef1  | mouse | CCTGGAAGTGAACCAG<br>AAG      | GACTGAGCAGGGTGTCT<br>GG     |
| Arhgef2  | mouse | CCAACAGTTCATCCGGAA<br>A      | TGAGCACAGGGTATTTG<br>GTG    |
| Arhgef11 | mouse | CAGCCAGAGAACATGTGA<br>AGG    | TTCTGTCCCTGAGTCCA<br>AGC    |

|          |       |                           |                           |
|----------|-------|---------------------------|---------------------------|
| Arhgef12 | mouse | CCGGTCTTCGTACAATCT<br>GTC | TCACCTGTTTGTACTCC<br>AGCA |
|----------|-------|---------------------------|---------------------------|

Supplementary materials-Uncropped WB photos  
Wang et al

Fig. 4e

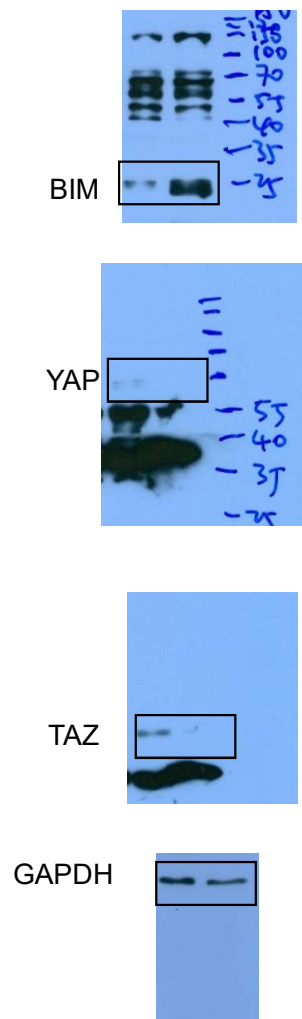

Fig. 4f

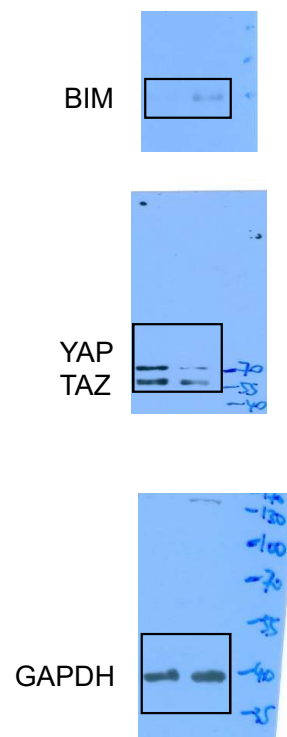

Fig. 4i

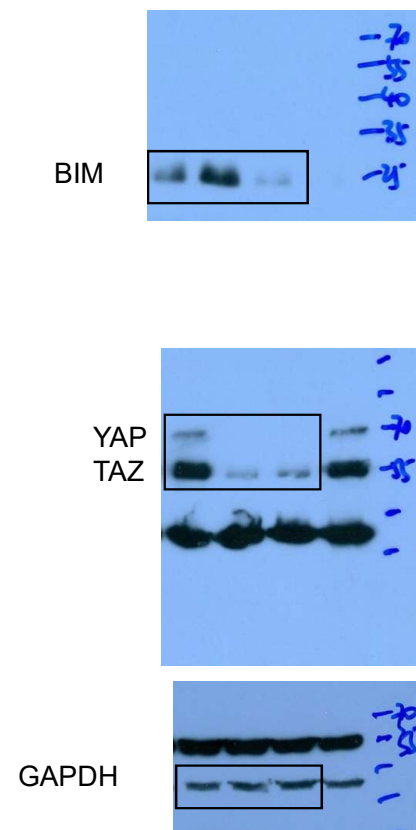

Fig. 5B

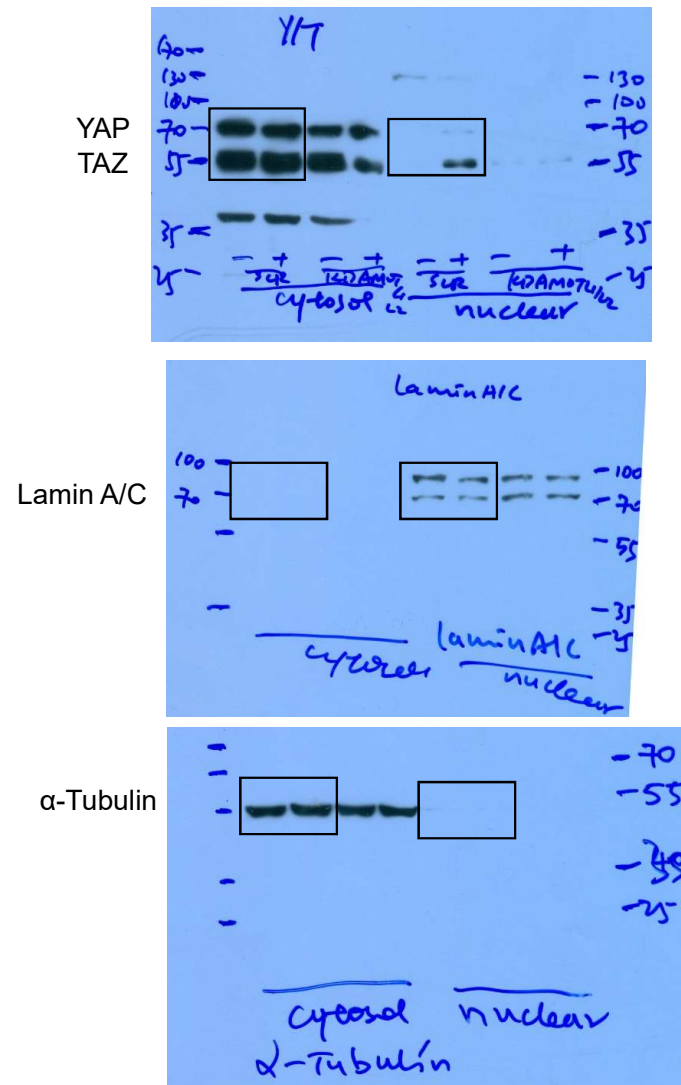

For latr B

For latr B

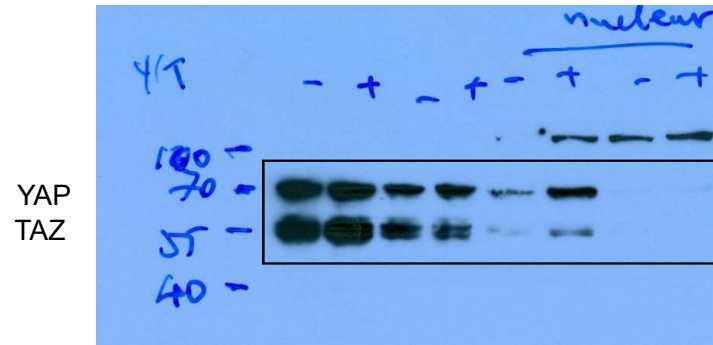

Lamin A/C

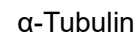

$\alpha$ -Tubulin

Fig. 6c

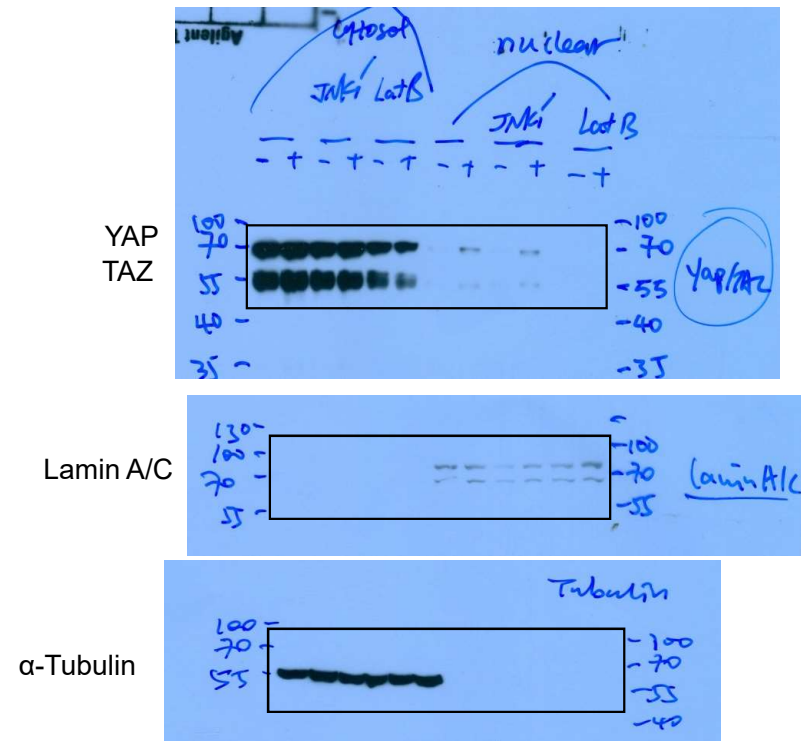

Supplementary Fig. 1a

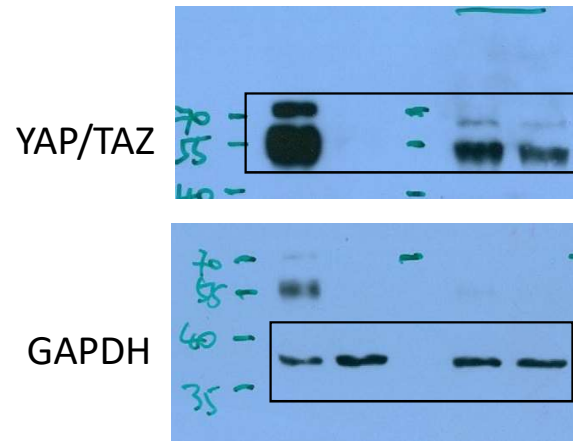

Supplementary Fig. 4a

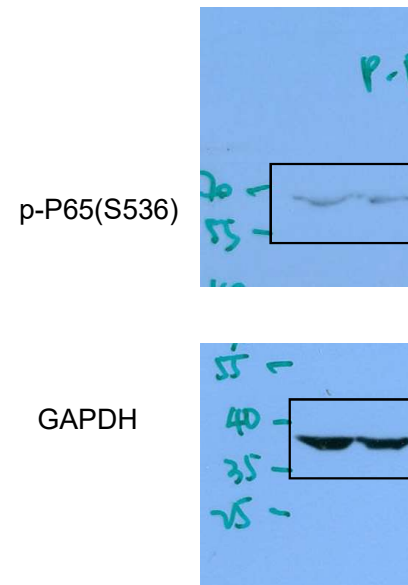

Supplementary Fig. 4b

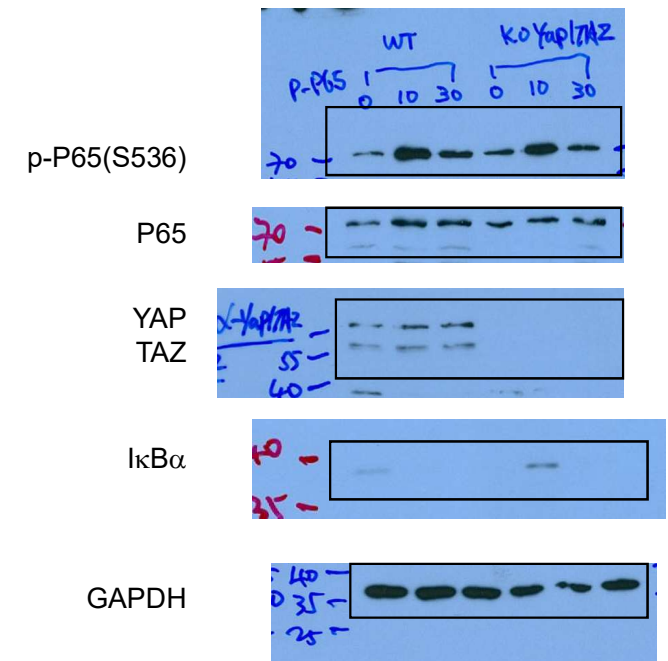

Supplementary Fig. 5a

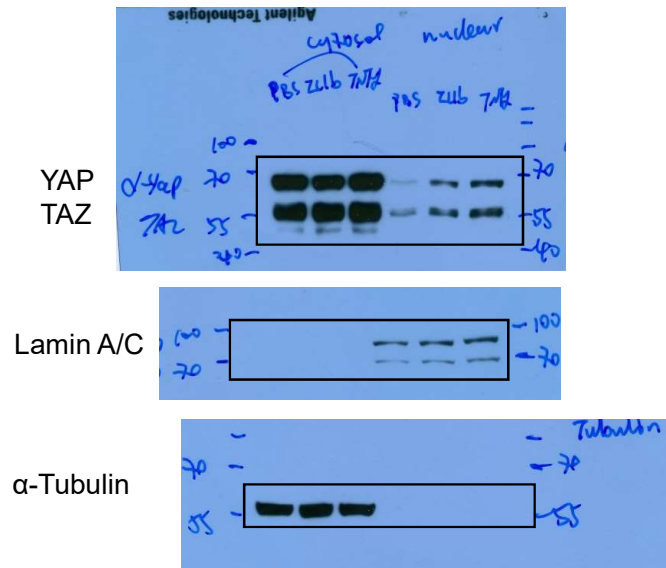

Supplementary Fig. 5c

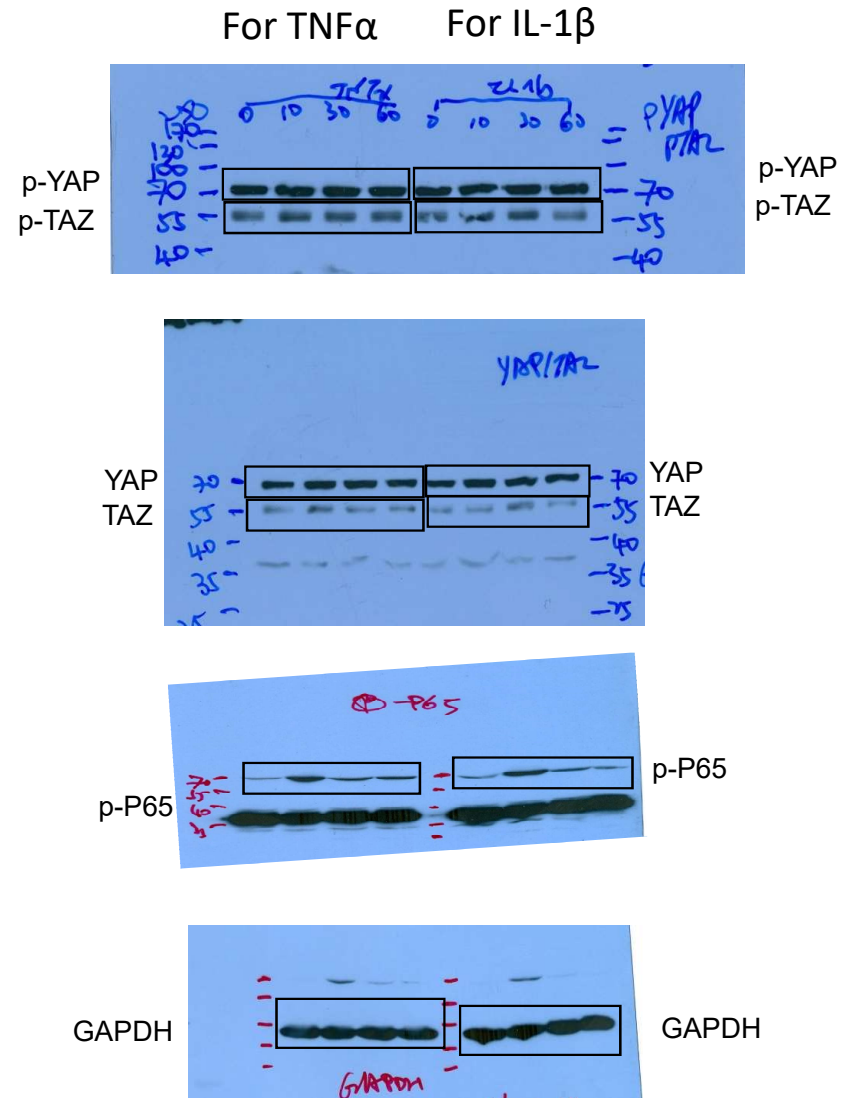

Supplementary Fig. 5f

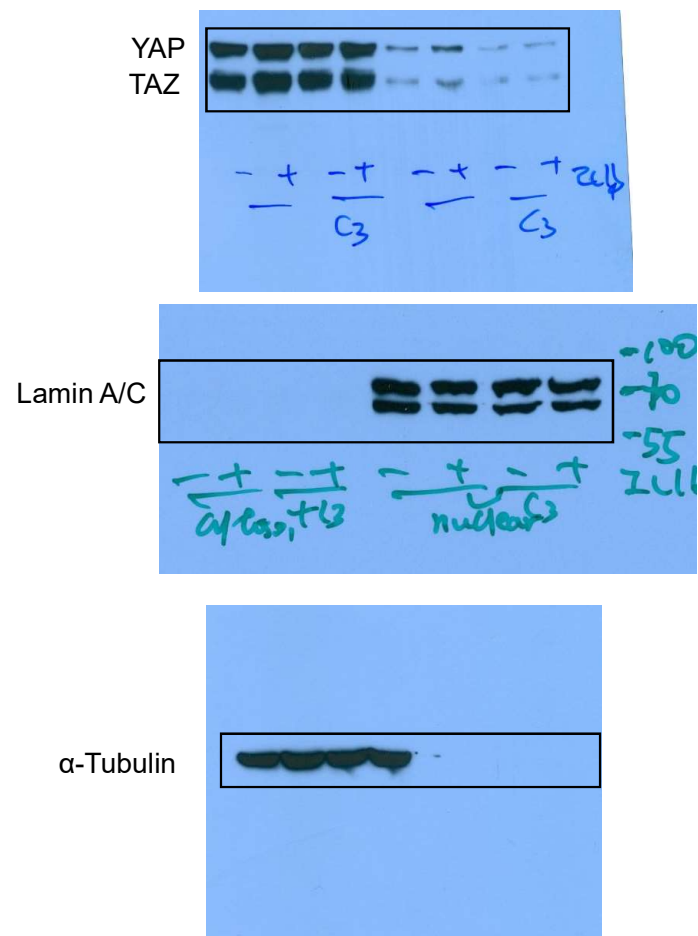

Supplementary Fig. 5g

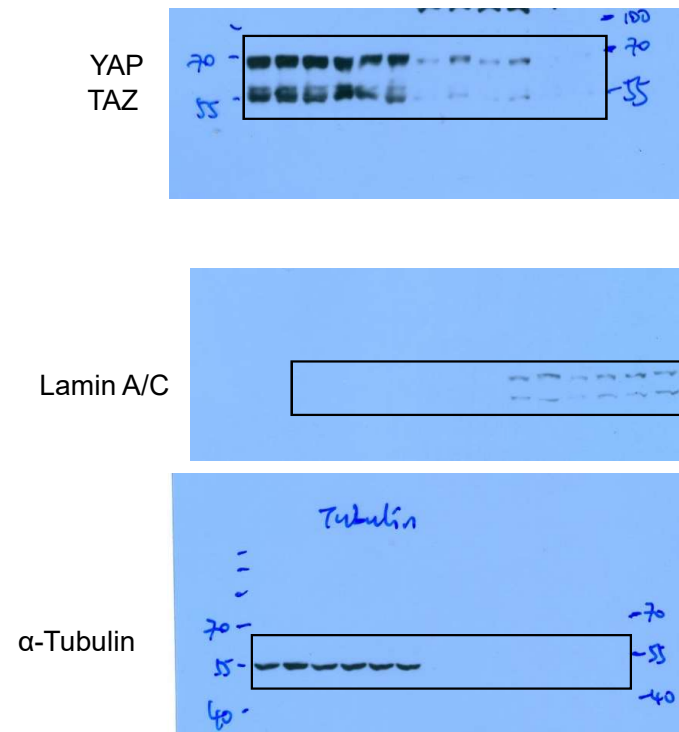

## Supplementary Fig. 5h

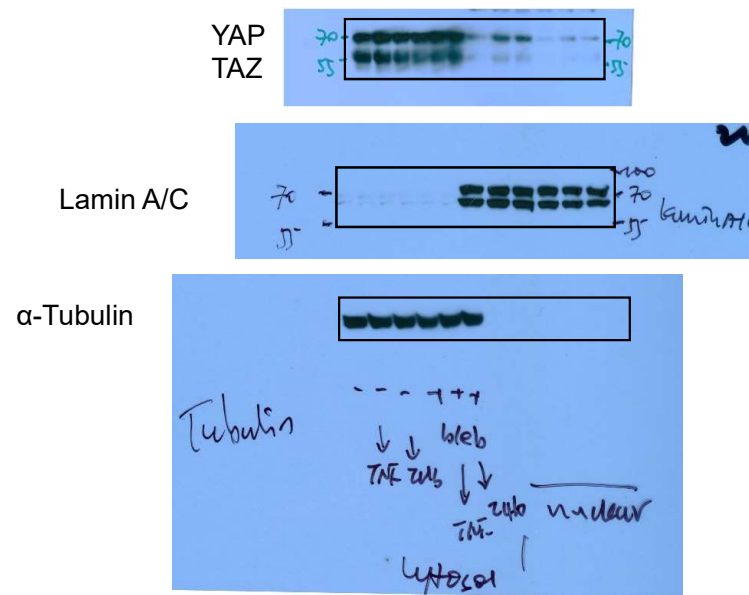

Supplementary Fig. 6d

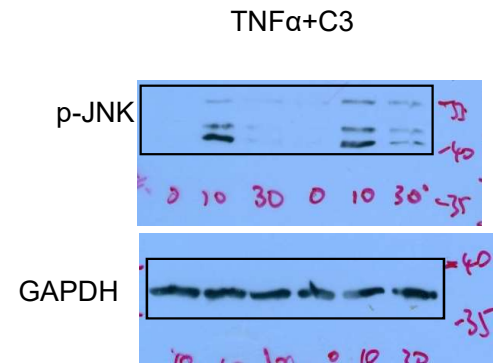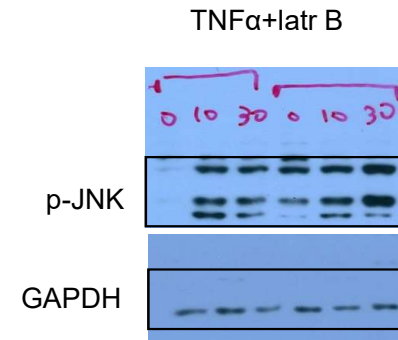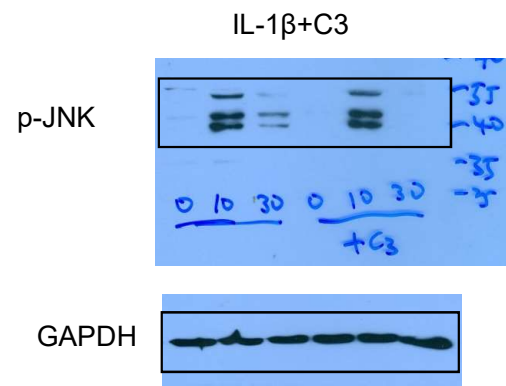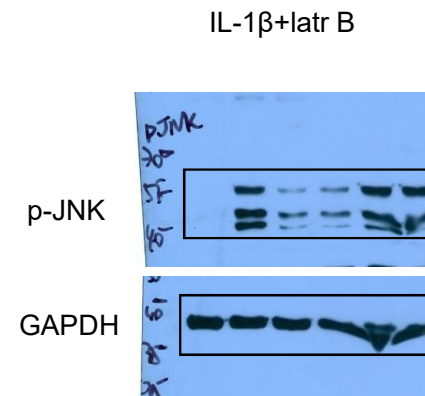

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

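RNA from isolated epididymal white adipocytes of wild-type littermates (WT) and of Ad-Yap/Taz-KO mice was measured by RNA-seq after 4 weeks of SD or HFD, in 4 groups with 2 libraries each. The mapping of libraries to groups and replicate numbers came from the sample labels and the paper.

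The authors trimmed the reads with Reaper, aligned them to GRCm38 with STAR, counted reads on the exons of each gene with featureCounts, leaving out reads over several genes or aligned to several places, and tested with DESeq2. The values they deposited are a score in the sense that they are neither raw counts nor a standard unit: gene counts divided by 1 size factor per library and rounded to whole numbers by the authors. In several libraries some whole numbers never occur and in others regular values occur more often than their neighbours, which raw counts do not show. The paper's text does not name the method behind the size factors. The rounding keeps whole reads from being recovered for each gene, so DESeq2 and edgeR were not run here, although both had been planned for the case that whole reads could be recovered.

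The value of 1 read in each library was estimated as the step that best explains which whole numbers below 600 occur, and the total divided by it gives the reads counted on genes. In 5 simulated libraries the largest error of the step was 0.0016. The depth lies between 14.0 and 22.3 M reads on genes. Reads were amplified and carry no molecular identifiers. Noise exceeded the Poisson expectation in every group, and its sources were not separated. A value listed at 0 allows up to 3 counts. Whether the number of libraries or the depth limits precision more was not tested.

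Genes with a mean of at least 5 over the 8 libraries were tested (18800 of 30387) with limma 3.58.1 (lmFit, contrasts.fit, and eBayes with trend) in R 4.3.3, on log2 of the value plus a pseudocount of 1. One fit held the 4 group means, with 4 residual and 8.59 prior degrees of freedom. The contrasts were Ad-Yap/Taz-KO against WT on HFD and on SD, HFD against SD in each genotype, and the interaction of genotype and diet. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.59 in either direction. The fit was tested on simulated data with 200 changed genes and with none, where 94 and 0 genes were called. All simulated groups had the same spread, so this does not measure false calls under unequal spread. All adjusted p-values in the text come from limma. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.

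For lists of genes, fry (limma) was used on the same values and design, with Benjamini-Hochberg adjustment over 17 lists and the 4 contrasts without the interaction (68 tests). The lists were written before the data were examined: the YAP/TAZ targets the study names, a list of 22 YAP/TAZ targets, the anti-apoptotic BCL2 family, the pro-apoptotic BCL2 family with death receptors, markers of macrophages, lipid-associated macrophages, endothelial cells, fibroblasts and progenitors, mesothelial cells, lymphocytes and adipocytes, the RT-PCR panels of Fig. 3h and Fig. 3i, NF-kappaB targets, immediate-early and dissociation genes, cell cycle genes and thermogenic genes.

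The genes named in the text are those the paper reports from this RNA-seq or measures in these adipocytes by RT-PCR, Yap1 and Wwtr1, single genes of a reported list, Scd1 as the gene with the largest share of a library, genes of the sex chromosomes, and for each contrast the 5 called genes with the largest rise and the 5 with the largest fall among those with a mean of at least 50 and with both libraries of one group above both of the other; 1 gene chosen by this rule is not reported here. Gene symbols, identifiers and positions are those of the deposited table. Of its 30387 identifiers, 30259 were found in the GENCODE vM21 annotation of GRCm38, all on the same chromosome, and that annotation gave the overlaps between genes.

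The alternatives fixed before the data were examined were a pseudocount of 0.1 or 8, no filter on low values or a mean of at least 50, scaling to the same total, upper-quartile scaling, quantile normalization, a fit of only the 2 groups compared, robust eBayes, the replicate number as a block, other limits for a call, and leaving out each library in turn. For lists they were camera with a preset correlation of 0.01 or an estimated one, the replicate block, scaling to the same total and the higher filter. A fit with the WT HFD libraries averaged to 1 sample and a fit with each library's trend over GC content and transcript length taken out were added after seeing the data. The correction used the 18750 tested genes with a length and GC content.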

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

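The alternative scalings were fixed before the data were examined. Their use to test an explanation, and every other such test in this part, was chosen after the result had been seen. KO stands for Ad-Yap/Taz-KO. The paper discusses the genes of its Fig. 4 and Supplementary Fig. 4c from these libraries; the counts over all genes and the gene lists here lie outside those. List tests are fry (limma), adjusted over 68 tests, and fold changes are log2. No list was called by camera with an estimated correlation, where 6 of the 68 tests had an unadjusted p under 0.05.

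Between KO and WT on HFD, 6053 genes were called by limma. A trend over GC content and gene length is argued against as the whole cause by 6073 genes called after its removal, 5465 of them the same, and the scaling between libraries by 5984 called after scaling to the same total, 4580 of them the same, so that the other calls depend on it. The low spread between the WT HFD libraries as the whole cause is argued against by 3445 genes called with them as 1 sample; what part of the fall it accounts for was not tested, because that fit also has fewer libraries. Macrophage RNA in the adipocyte fraction was tested with the SD libraries: the macrophage markers rose on SD by a median of 0.488 times their rise on HFD, and of the 3213 genes higher in KO on HFD, 838 rose less on SD than this share predicts by more than 2 standard errors, against 68 that rose more. Dilution of adipocyte RNA by RNA of other cells would lower abundant adipocyte genes alike. The median adipocyte marker changed by -1.33. Of the 2695 lower genes with a mean of at least 50, 316 lay more than 2 standard errors below that value. The markers themselves ran from -4.45 to -0.22, and the genes were selected for being lower. The count therefore cannot decide what part dilution has in the falls. Dilution stays open, as do the other explanations for other parts of the calls. An effect of the genotype on the adipocytes is open and untested apart from them.

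For 3274 genes the effect of the knockout differed between the diets, and the counts behind it are 3377 genes called for the diet in WT mice and 202 in KO mice, with 70 called in both, 40 of them in the same direction. The 3377 genes changed by a median of 1.13 in WT in the direction of their call, and by -0.24 in that direction in KO, where 29.6% had the same sign. These 2 diet comparisons share no library. More noise in the KO libraries would leave the median where it is in WT, so the value of -0.24 argues against noise alone. A swap of 1 KO library of each diet in the labels is argued against by the other 2 splits of the 4 KO libraries, which gave 1 and 0 genes (335 and 1733 with an unadjusted p under 0.05) against 202 with the labelled diets. These splits say nothing about a swap of both KO libraries of each diet. With the diets of all 4 KO libraries exchanged, the interaction had 774 genes, 345 of them among the 3274, so that such a swap cannot be told apart from a response that differs between the genotypes. Scaling to the same total gave 3229 genes in the interaction, 2252 of them among the 3274, so that part of the calls depends on the scaling, which is argued against as the whole cause. What part the low spread between the WT HFD libraries plays cannot be told apart from an effect of the diet, because with them as 1 sample the fit also has fewer libraries; it then called 517 genes, all among the 3274. A change in the share of cell types was not tested for these genes and stays open. From SD to HFD, macrophage markers had a median of -1.12 in WT and 0.78 in KO, and adipocyte markers 0.66 and -0.73. Lymphocyte markers were lower in both, by -1.19 and -0.21. Fry called none of these lists in KO. A response to HFD that depends on YAP/TAZ is a biological explanation that stays open as well.

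Bim, Bbc3 and Fas were the genes of the paper whose effect of the knockout differed between the diets, by 1.82, 1.33 and -0.92. For Bim, the rise on HFD was tested against 3 explanations. With the diets as labelled, if it came with macrophage RNA, the macrophage markers predict a change of 0.77 on SD, and Bim changed by 0.18 (standard error 0.18). The marker with the lowest share predicts 0.58. Leaving out 1 library at a time gave from -0.028 to 0.40 for Bim on SD, so the gap is narrower at these limits. On HFD, other scalings gave at least 2.09 for Bim and the correction for GC content and length 2.07, all called. RNA of fibroblasts and lymphocytes was not tested for Bim. Their markers had medians of 1.71 and 1.70 on HFD and 0.35 and 0.41 on SD, so RNA of these cells stays open. An effect of the genotype that depends on the diet stays open as well, as does a swap of the diets of all 4 KO libraries. With that swap the interaction of Bim was 0.28 (limma adjusted p = 0.62). The interaction of Fas was not called under 8 of the 11 alternatives, which gave -0.92 to -0.49 with adjusted p up to 0.21, and that of Bbc3 was not called under 3 of 11. For Bbc3 and Fas, the low spread of the WT HFD pair cannot be told apart from such an effect: with these libraries as 1 sample the lower adjusted p of the 2 genes was 0.098.

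Between KO and WT on SD, 886 genes were called. Of these, 664 were also called on HFD, 641 in the same direction, where chance gives 285; the 2 comparisons share no library. The effect of the genotype on SD was tested with the same alternatives as on HFD, which gave between 438 and 1210 genes.

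Macrophage markers were higher in KO adipocytes on both diets, by a median of 4.13 on HFD (adjusted p = 0.0021, 16 of 16 genes higher) and 2.19 on SD (adjusted p = 0.0073, 16 of 16 higher). Lipid-associated macrophage markers were higher by 4.95 on HFD (adjusted p = 0.0021) and 3.77 on SD (adjusted p = 0.0035), 10 of 10 genes higher on each diet, and the macrophage RT-PCR panel of Fig. 3h, which shares 8 of its genes with other lists, by 3.27 on HFD (14 of 15 higher, adjusted p = 0.0067) and 2.05 on SD (11 of 15 higher, adjusted p = 0.029; 0.083 with the WT HFD libraries as 1 sample, 0.068 with the replicate block and 0.060 scaled to the same total). The most abundant markers were far above WT in each KO library: Gpnmb had 12032 and 9401 normalized counts in KO and 541 and 278 in WT on SD, Lyz2 14639 and 7251 in KO and 1453 and 1616 in WT, and Ctss 8408 and 5380 in KO and 576 and 491 in WT. A lower share of adipocyte RNA would raise the markers of other cell types alike, and endothelial markers had a median of -0.66 on SD, with no overlap between the range of the macrophage markers (0.38 to 3.66) and theirs (-0.88 to -0.53). Chance differences between preparations in the cells carried over are argued against as the cause on both diets taken together: with the WT HFD libraries as 1 sample, 1 of the 35 splits of the 7 samples into 4 and 3 gave a median difference of the markers as large as that by genotype, the split by genotype itself with 3.01, and the largest of the other splits gave 2.61. A difference in preparation that went with the genotype was not tested. A candidate explanation is macrophages attached to KO adipocytes already on SD. The paper reports slightly more crown-like structures in such mice after 14 weeks of SD, whereas these libraries come from 4 weeks. Adipocytes that express these genes themselves are open as well.

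In WT mice, macrophage markers were lower on HFD than on SD by a median of -1.12 (0 of 16 higher, adjusted p = 0.045; 0.18 with the WT HFD libraries as 1 sample, 0.060 with the replicate block and 0.057 with a mean of at least 50), lymphocyte markers by -1.19 (0 of 6 higher, adjusted p = 0.0067; 0.078 by camera with the preset correlation) and NF-kappaB targets by -0.77 (2 of 19 higher, adjusted p = 0.025; 0.13 as 1 sample and 0.068 with the replicate block). Endothelial markers (median -0.77, 0 of 12 higher, adjusted p = 0.18) and fibroblast and progenitor markers (-0.70, 2 of 12 higher, adjusted p = 0.18) were lower as well. Adipocyte markers (0.66, 18 of 20 higher, adjusted p = 0.37) and mesothelial markers (1.05, 5 of 7 higher, adjusted p = 0.94) were higher. Fry called none of these lists, and a change in the share of adipocyte RNA was not tested. The low spread of the WT HFD libraries bears on these values, and no biological explanation was tested beyond the diet.

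Fibroblast and progenitor markers (median 1.71, 11 of 12 higher, adjusted p = 0.0077) and lymphocyte markers (median 1.70, or 1.50 with 1 gene at its floor set to its bound, 6 of 6 higher, adjusted p = 0.0073) were higher in KO on HFD. A lower share of adipocyte RNA would raise endothelial markers alike, but 11 of the 12 fibroblast markers and 6 of the 6 lymphocyte markers rose more than every endothelial marker. Both lists had an adjusted p of 0.052 with the WT HFD libraries as 1 sample, and the lymphocyte markers 0.063 by camera with the preset correlation. Growth in these cell types in KO fat is open and untested.

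NF-kappaB targets were higher in KO on HFD by a median of 0.83 (18 of 19 higher, 12 called, adjusted p = 0.0067). The paper reports no obvious difference in the phosphorylation of P65. If macrophage RNA raised the list, the macrophage markers predict a median of 0.30 on SD, where it was 0.06, and 7 of the 19 genes rose less than predicted by more than 2 standard errors. For the other 12 genes macrophage RNA cannot be told apart from a change in the adipocytes, because the predicted changes lie within the errors. Cell cycle genes were higher in KO by a median of 2.52 on HFD (12 of 12 higher, adjusted p = 0.0035) and 1.22 on SD (11 of 12 higher, adjusted p = 0.020; 0.071 with a mean of at least 50). The macrophage markers predict 1.19 on SD for this list, and 0 of its 12 genes rose less than predicted by more than 2 standard errors, which is consistent with cell cycle genes carried by the same cells as the macrophage markers; dividing cells of another type are open.

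Immediate-early and dissociation genes, a set that rises when tissue is digested, were lower in KO than in WT on SD by a median of -0.90 (0 of 14 higher, adjusted p = 0.0021) and lower on HFD than on SD in WT mice by -0.83 (0 of 14 higher, adjusted p = 0.0021). Between the genotypes on HFD the list had a median of 0.07 (adjusted p = 0.64), with members from -0.83 to 0.80, 2 called higher and 2 called lower. Longer or warmer handling of the WT SD fat cannot be told apart from a difference in the animals; 14 of the 14 genes had both WT SD libraries above the WT HFD and KO SD libraries. Every comparison with the WT SD group may include this difference.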

How the results depend on the processing

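The genes called were counted for 5 comparisons, Bim was tested in 5, and 17 gene lists in 4. KO stands for Ad-Yap/Taz-KO. The planned tests with edgeR and DESeq2 were not run, because whole reads could not be recovered from the rounded values. The 2 alternatives added after seeing the data are the WT HFD libraries as 1 sample and the correction for GC content and gene length.

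Counts of genes moved by more than 1.5 times as follows, and the causes were not tested. With the WT HFD libraries as 1 sample, 3445 in place of 6053 genes were called between KO and WT on HFD, 539 in place of 3377 for the diet in WT, 28 in place of 202 for the diet in KO and 517 in place of 3274 for the interaction, where 369 were more positive and 148 more negative. With no filter on low values, 438 in place of 886 genes were called between KO and WT on SD, 1701 for the diet in WT, 3 for the diet in KO and 721 for the interaction. Fitting only the 2 groups compared gave 461 genes between KO and WT on SD and 0 for the diet in KO (2059 with an unadjusted p under 0.05). Quantile normalization gave 2186 genes for the diet in WT and 304 in KO. A pseudocount of 0.1 gave 112 genes for the diet in KO and a pseudocount of 8 gave 330. An adjusted p of at most 0.1 gave 547 genes for the diet in KO and 4941 for the interaction.

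The replicate numbers were checked for pairing: the deviations of same-numbered libraries from their group means correlated between -0.107 and 0.040 across genes, so that the libraries share only a number. With the replicate block, 112 genes were called for the diet in KO; the other counts were 5706, 720, 2935 and 2568, within 1.5 times.

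Scaling moved the balance of higher and lower calls. Scaled to the same total, the median of all genes lay at 0.47 between KO and WT on HFD, -0.48 for the diet in WT and 0.52 for the interaction (0.09, -0.08 and 0.10 as deposited), and the calls were 4617 higher and 1367 lower, 470 higher and 3567 lower, and 2610 and 619. Upper-quartile scaling put these medians at 0.18, -0.20 and 0.22 and gave 1089 higher and 2194 lower for the diet in WT and 1971 and 1288 for the interaction. Scd1 took 12.4% and 12.3% of the WT HFD totals and between 1.06% and 2.95% elsewhere. Fold changes against WT HFD are therefore relative to the deposited scaling.

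Bim kept its direction and its side of the limits under each alternative for KO against WT on HFD and on SD, for the diet in WT and for the interaction. Leaving out 1 library at a time gave from -0.028 (without Ad-Yap/Taz-KO SD replicate 1) to 0.40 between KO and WT on SD and from 1.61 to 2.03 for the interaction. The diet in KO was called for Bim with a pseudocount of 8 (adjusted p = 0.0497) and with quantile normalization (adjusted p = 0.047).

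Of the 68 list tests, 22 were called with fry, 13 with the WT HFD libraries as 1 sample, all in the same direction, and 0 by camera with an estimated correlation, where 6 had an unadjusted p under 0.05. Camera with the preset correlation called 30, of which 16 are among the 22 called by fry.

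No direction changed for the 33 other values of the paper's genes or the 51 of the genes with the largest changes, under any alternative or with any library left out. The most calls among the 33 were lost with the WT HFD libraries as 1 sample (10) and with no filter (8). Depth limits genes near the minimum mean of 5, where 1 library listed at 0 can decide a fold change.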

Differences from the paper's values

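The paper's methods give an average of 35 M reads per library, and the reads counted on genes were estimated here at a mean of 17.5 M (SD 2.75, n = 8 libraries). The 2 values are taken before alignment and after counting, and no alternative set before the data were examined changes this estimate.

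The group means of 15 genes were read by eye from Fig. 4b and Supplementary Fig. 4c, 60 values in all, and 0 of them differ from the means of the deposited normalized counts by more than 1.5 times and the replicate SD. Of the 56 means above 20 normalized counts, the ratio of the value read to the mean lies between 0.96 and 1.03. The figures label these values as RPKM, whereas the deposited values are not divided by gene length.

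The paper states that Ctgf was reduced in Ad-Yap/Taz-KO adipocytes and cites RT-PCR in Fig. 4a beside these libraries. The RT-PCR is a separate measurement that was not examined here. From these libraries the paper plots Ctgf without a mark in Supplementary Fig. 4c. Here its log2 fold change on HFD was -0.71 with a limma adjusted p of 0.20, and none of the alternatives called it (adjusted p from 0.15 to 0.60).

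Supplementary Fig. 4c marks a difference between SD and HFD in WT mice for Amotl2, Lats2, Bcl2l2 and Mcl1, which was not called here. The log2 fold changes were 0.49 (adjusted p = 0.068), 0.49 (adjusted p = 0.081), 0.52 (adjusted p = 0.15) and -0.34 (adjusted p = 0.15). In a fit of only the 2 groups compared, an alternative set before the data were examined, the adjusted p-values were 0.045, 0.0083, 0.015 and 0.012, with the same fold changes below the limit of 0.59. Mcl1 was called after scaling to the same total (log2 fold change -0.76, adjusted p = 0.012) and after quantile normalization (-0.65, adjusted p = 0.040).

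Bbc3 and Fasl were called here between the genotypes on HFD, with adjusted p-values of 0.036 and 0.032, and carry no mark for this comparison in Supplementary Fig. 4c.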

Other observations

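Every test of an explanation in this part was chosen after the result it bears on had been seen. KO stands for Ad-Yap/Taz-KO, list tests are fry (limma) adjusted over 68 tests, and fold changes are log2.

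The WT HFD libraries differed less than the other pairs. If 1 library had been deposited as 2 samples, their squared difference would be about 1 times the Poisson expectation; it was 4.73 times in genes with 5 to 20 reads. Greater depth is argued against by the KO HFD pair of similar depth, whose ratio rose 16.2-fold from genes with 5 to 20 reads to genes with 1000 to 5000. In the WT HFD pair it rose 1.24-fold, which is consistent with 2 libraries made from the same RNA or from 1 pool of adipocytes. A pair of animals that differed very little was not tested.

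Adipocyte markers, 7 of which are also in the RT-PCR panel of Fig. 3i, had a median of -1.33 between KO and WT on HFD (0 of 20 higher, 15 called, list adjusted p = 0.066; 1.3e-06 by camera with the preset correlation), -0.09 on SD (8 of 20 higher, adjusted p = 0.995), 0.66 between HFD and SD in WT (18 of 20 higher, adjusted p = 0.37; 0.0029 by that camera test) and -0.73 in KO (1 of 20 higher, adjusted p = 0.17). The RT-PCR panel of Fig. 3i, which the paper measured in fat after 14 weeks of HFD, had a median of -0.84 in these adipocytes after 4 weeks of HFD (1 of 11 higher, 7 called, adjusted p = 0.085; 0.0015 by camera with the preset correlation). Endothelial markers had a median of 0.63 between KO and WT on HFD (12 of 12 higher, adjusted p = 0.27), and mesothelial markers of -1.68 (2 of 7 higher, adjusted p = 0.94). Thermogenic genes had a median of 1.29 on HFD (5 of 6 higher, adjusted p = 0.17; 0.044 scaled to the same total) and 1.50 on SD (3 of 6 higher, adjusted p = 0.15).

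The YAP/TAZ targets the study names had a median of -1.22 between KO and WT on HFD (0 of 4 higher, adjusted p = 0.010; 0.081 with the WT HFD libraries as 1 sample, 0.079 scaled to the same total and 0.47 by camera with an estimated correlation), were lower on SD (0 of 4 higher, adjusted p = 0.024; 0.081 as 1 sample, 0.068 with the replicate block and 0.47 by that camera test) and had a median of 0.66 between HFD and SD in WT (4 of 4 higher, adjusted p = 0.073; 0.042 by camera with the preset correlation). A list of 22 YAP/TAZ targets, 5 of them also in the first, had a median of -0.50 on HFD with 8 of 21 tested genes higher (adjusted p = 0.41) and -0.42 on SD (adjusted p = 0.13). The anti-apoptotic BCL2 family had a median of 0.32 on HFD (4 of 7 higher, adjusted p = 0.0073, and 0.64 by camera with the preset correlation). Its members ran from -1.41 to 5.69, so that its positive direction goes with 2 genes called higher and 2 called lower. On SD fry called this list in the positive direction with a median of -0.006 (3 of 7 higher, adjusted p = 0.048). That call was lost with the replicate block (adjusted p = 0.12) and by camera with the preset correlation (adjusted p = 0.49). Pro-apoptotic BCL2 family genes and death receptors had a median of 0.84 on HFD (9 of 14 higher, adjusted p = 0.0065; 0.42 by camera with the preset correlation), 0.05 on SD (adjusted p = 0.20) and -0.57 between HFD and SD in WT (4 of 14 higher, adjusted p = 0.018; 0.052 with the WT HFD libraries as 1 sample, 0.16 with a mean of at least 50 and 0.42 by camera with the preset correlation). Between HFD and SD in KO, fry called 0 of the 17 lists (3 had an unadjusted p under 0.05), whereas camera with the preset correlation, which tests a list against the other genes, called 8: adipocyte markers (adjusted p = 9.3e-07), fibroblast and progenitor markers (3.1e-05), macrophage markers (8.9e-05), the panel of Fig. 3i (0.00014), lipid-associated macrophage markers (0.0044), the panel of Fig. 3h (0.0049), cell cycle genes (0.0049) and endothelial markers (0.012).

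In a principal component analysis of the 8 libraries, the first component held 43.1% of the variance. The WT HFD libraries lay at 106 and 127 and the KO HFD libraries at -69.0 and -92.1, with the WT SD libraries at -3.58 and 16.7 and the KO SD libraries at -63.0 and -22.4. Mitochondrial transcripts made up between 9.51% and 10.4% of the normalized counts in WT libraries and between 12.7% and 18.7% in KO libraries.

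All libraries carried the pattern of male mice. Xist had between 1 and 12 normalized counts, Ddx3y between 1443 and 2202 and Uty between 511 and 770.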
